# Phosphorylation of TET2 by AMPK is indispensable in myogenic differentiation

**DOI:** 10.1186/s13072-019-0281-x

**Published:** 2019-06-04

**Authors:** Ting Zhang, Xiaowen Guan, Un Lam Choi, Qiang Dong, Melody M. T. Lam, Jianming Zeng, Jun Xiong, Xianju Wang, Terence C. W. Poon, Hongjie Zhang, Xuanjun Zhang, Hailin Wang, Ruiyu Xie, Bing Zhu, Gang Li

**Keywords:** AMPK, TET2, Phosphorylation, Myogenesis, PAX7

## Abstract

**Background:**

TET-mediated oxidation of 5-mC participates in both passive and active DNA demethylation, which exerts a significant influence on diverse biological processes. Mass spectrometry has identified multiple phosphorylation sites of TET2. However, the functions of these phosphosites and their corresponding kinases are mostly unknown.

**Results:**

Here, we showed that AMP-activated protein kinase (AMPK) phosphorylates murine TET2 at the serine residue 97 (S97), and the phosphorylation enhances TET2 stability through promoting its binding to 14-3-3β. AMPK ablation resulted in decreased global 5-hmC levels at the myotube stages, severe differentiation defects of C2C12 cells and significantly, total loss of expression of *Pax7*. Genome-wide analyses revealed increased DNA methylation at genic and enhancer regions of AMPK-null myoblasts and myotubes. Using CRISPR/Cas9 technology, we showed that a novel enhancer, which is hypermethylated in AMPK-null cells, regulates *Pax7* expression. The phospho-mimicking mutant, TET2-S97E, could partly rescue the differentiation defect in AMPK-ablated C2C12 cells.

**Conclusions:**

Together, our data demonstrated that AMPK is a critical regulator of myogenesis, partly through phosphorylating TET2.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-019-0281-x) contains supplementary material, which is available to authorized users.

## Introduction

DNA demethylation is needed to reset epigenetic marks in development, particularly in the development of germ cells and early embryos [1–3]. It can be achieved through a passive DNA replication-dependent process or an active enzyme-catalyzed process. The active demethylation process is mainly mediated by ten-eleven translocation (TET) family proteins (TET1-3), which oxidize 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC) and further down to 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC) [4–6]. 5fC and 5caC can then be enzymatically excised by thymine-DNA glycosylase (TDG) and replaced with unmodified cytosine through base excision repair (BER) [7, 8].

Currently, our understanding of the mechanisms regulating TET proteins remains limited; we hypothesized that part of the answer lies in their post-translational modifications (PTMs). Indeed, many PTMs of TET proteins have been identified by high-throughput discovery-mode mass spectrometry and curated by PhosphoSitePlus (PSP, http://www.phosphosite.org/) [9]. However, for most of the PTMs of TET proteins, the enzymes that catalyze the PTMs remain to be identified and the corresponding biological functions remain largely unknown. In this study, we comprehensively examined the protein sequences of TET proteins and found TET2 harbors a well-defined substrate motif of AMP-activated protein kinase (AMPK). AMPK, as the central energy sensor of cells, is primarily activated by high AMP/ATP or ADP/ATP ratios. AMPK functions in diverse biological processes including energy homeostasis, embryonic growth and development, and its dysregulation are involved in the development of human diseases such as diabetes, obesity, inflammation and cancer [10–12]. Here, we show AMPK phosphorylates murine TET2 protein at the serine residue 97 (S97), and the phosphorylation stabilizes TET2 potentially through its increased binding to 14-3-3β, and provide evidence showing AMPK could exert its effect on epigenome through phosphorylating TET2, and be implicated in myogenesis.

## Results

### AMPK phosphorylates TET2 at Ser97 in vitro and in vivo

To identify the kinases targeting TET proteins, we first predicted the possible kinases for the known phosphorylation sites of TET proteins using *Scansite* [13] and found that murine TET2 harbors a well-defined substrate motif of AMP-activated protein kinase (AMPK) around Serine 97 [14]. This sequence motif is well conserved from fish to humans (Fig. 1a). To examine whether AMPK phosphorylates TET2 in vitro, we purified the recombinant N-terminus of murine TET2 (aa 1-181) (Additional file 1: Fig. S1) and performed in vitro kinase reaction. Mass spectrometry analysis of the reaction product revealed only one phosphorylation site, phosphoserine 97 (Fig. 1b). We next generated antibodies against phosphorylated TET2 (Ser97 [m], Ser99 [h]), enzyme-linked immunosorbent assay (ELISA) revealed that one of the antibodies (56012MR1) could distinguish the phosphorylated and non-phosphorylated peptides (Additional file 1: Table S1). We repeated the above in vitro kinase reaction and performed immunoblotting analysis using the antibody (56012MR1). As shown in Fig. 1c, the antibody did not cross-react with the unmodified TET2 protein. A signal was detected after in vitro AMPK kinase assay using the wild-type substrate. No signal was observed when the same kinase reaction was carried out using TET2 with serine 97 to alanine (S97A) mutation. This further indicated that AMPK phosphorylates TET2 at position S97, and the antibody (56012MR1) specifically recognizes TET2 phosphorylated at S97.

**Fig. 1:**
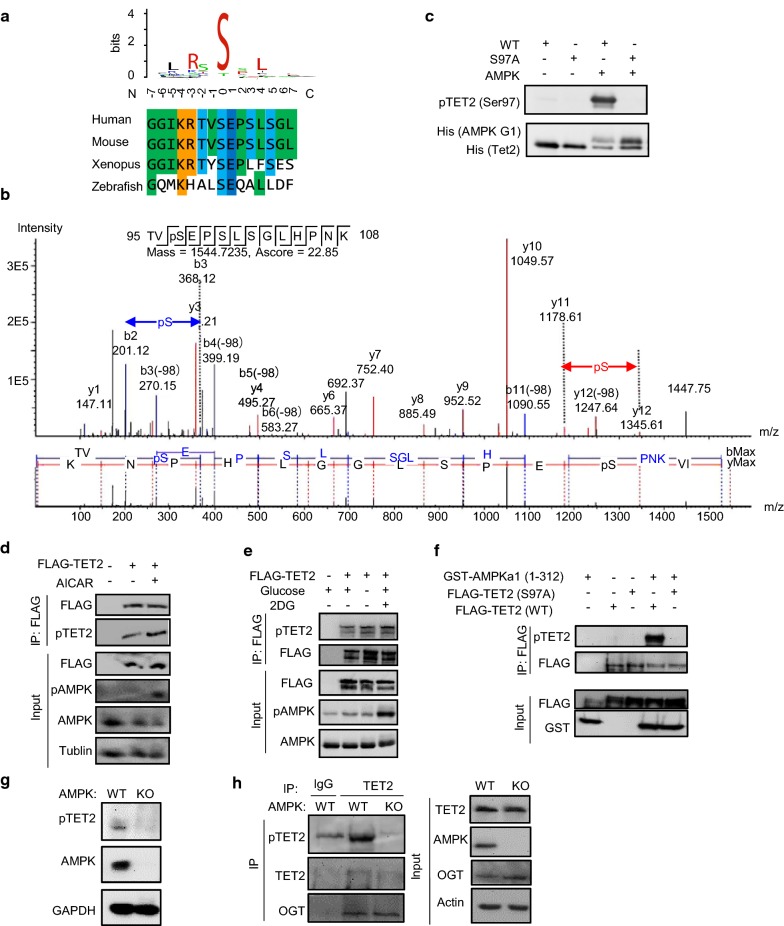
AMPK phosphorylates mouse TET2 at S97 in vitro and in vivo. **a** Murine TET2 harbors a well-established substrate motif of AMP-activated protein kinase (AMPK) around Ser 97. The logo motif of AMPK phosphorylation sites was generated by Web Logo [73] using data curated by Hardie et al. [14]. The residues surrounding S97 of murine TET2 which AMPK prefers are shown in red. The AMPK target motif around murine (S97) of TET2 is conserved across different species. **b** Phosphorylation of TET2 at Ser97 was detected in the product of an in vitro AMPK kinase reaction by mass spectrometry. **c** A phosphor-specific antibody against pSer97 of TET2 recognized wild-type TET2 phosphorylated by AMPK in vitro, but not a Ser97Ala (S97A) mutant. **d** Treatment with 5-aminoimidazole-4-carboxamide ribonucleotide (AICAR) induced TET2 phosphorylation. HEK293T cells transiently transfected with FLAG-tagged TET2 were treated with 2 mM AICAR for 24 h. FLAG-TET2 was immunoprecipitated with M2 beads (Sigma), and phosphorylation of TET2 was detected by Western blot analysis. **e** No glucose or 2-deoxy-d-glucose (2-DG) induced FLAG-TET2 phosphorylation. HEK293T cells were transiently transfected with FLAG-tagged TET2; cells were starved of glucose for 24 h or treated with 25 mM 2-DG for 2 h. FLAG-TET2 was immunoprecipitated with M2 beads (Sigma), and phosphorylation of TET2 was detected by Western blot analysis. **f** HEK293T cells were transiently transfected with FLAG-TET2 (WT or S97A) and GST-AMPKa1 (residues 1-312) for 24 h. FLAG-TET2 was immunoprecipitated with M2 beads (Sigma), and phosphorylation of TET2 was detected by Western blot analysis. **g** Knockout of AMPK diminished the phosphorylation of TET2 at Ser97. Expression of total TET2 and phosphor-TET2 (Ser97) in wild-type (WT) or AMPK knockout (KO) mouse embryonic fibroblasts (MEFs) cells was detected by Western blot analysis. **h** Phosphorylation of TET2 does not affect the interaction between TET2 and O-GlcNAc transferase (OGT). Immunoprecipitation of TET2 in wild-type (WT) or AMPK knockout (KO) mouse embryonic fibroblasts (MEFs) cells was followed by Western blot analysis using indicated antibodies. *a non-specific band

To test whether AMPK phosphorylates TET2 in vivo, we transfected a vector encoding FLAG-tagged TET2 into HEK293T cells and treated the transfected cells with 5-aminoimidazole-4-carboxamide ribonucleotide (AICAR) to induce AMPK activity. Immunoprecipitation followed by detection with the pTET2 (S97) antibody showed that phosphorylation of TET2 at S97 was increased after AMPK activation (Fig. 1d). Increased TET2 phosphorylation was also observed after activation of AMPK by no glucose culture, or by 2-deoxy-d-glucose (2-DG) treatment (Fig. 1e). To rule out that the increased TET2 phosphorylation was caused by non-specific effects of chemicals, we co-transfected full-length FLAG-tagged TET2 with a constitutively active form of AMPKα1 [15]. Immunoprecipitation followed by detection with pTET2 (S97) antibody clearly demonstrated the phosphorylation of TET2 by AMPK (Fig. 1f).

We then examined the phosphorylation of TET2 in immortalized wild-type (WT) or AMPKα1 and AMPKα2 double-knockout mouse embryonic fibroblasts (MEFs), and found that phosphorylation of TET2 at S97 significantly decreased in AMPK-null MEFs (Fig. 1g). To ascertain the result, we immunoprecipitated endogenous TET2 from WT and AMPK-null MEFs and observed a considerably diminished level of pTET2 (S97) in AMPK-null MEFs (Fig. 1h). These results indicate that AMPK is the physiological kinase for endogenous TET2 phosphorylation at Ser97 in vivo. However, the existence of residue phosphorylation of TET2 in the AMPK-null MEFs suggested that TET2 could be phosphorylated at S97 by other kinases too. To be noted, the interaction of TET2 and O-linked β-*N*-acetylglucosamine (GlcNAc) transferase (OGT) is not affected by the knockout of AMPK (Fig. 1h).

### AMPK activation enhances TET2 stability

To determine the functional effects of TET2 phosphorylation at S97, we first examined whether it will affect the subcellular localization of TET2. To this end, MEFs were cultured in serum-free medium for 14 h and then treated with 25 mM 2-DG for 3 h to activate the AMPK. Immunofluorescence staining of endogenous TET2 protein revealed that TET2 primarily localized in the nucleus, forming foci. Activation of AMPK promoted TET2 to form bigger and brighter foci in nuclei (Fig. 2a). Also, weak TET2 signal emerged in the cytoplasm after AMPK activation, indicating that activation of AMPK may drive the transfer of TET2 from the nucleus to the cytoplasm.

**Fig. 2:**
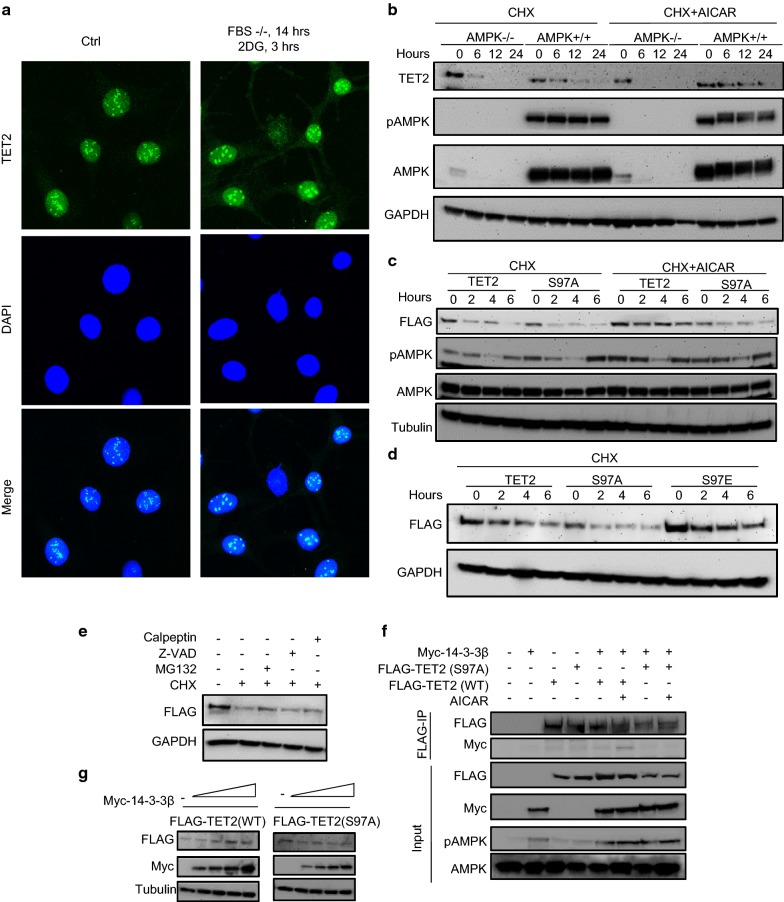
Phosphorylation of TET2 at Ser97 results in a stable TET2. **a** Mouse embryonic fibroblasts (MEFs) were serum starved for 14 h followed by treatment with 2-DG for 3 h. TET2 was detected by immunofluorescence staining (green). DAPI (4′,6-diamidino-2-phenylindole) was used to stain the cell nuclei (blue). **b** Wild-type or AMPK knockout mouse embryonic fibroblasts (MEFs) were treated with 100 µg/ml cycloheximide (CHX) alone, or in combination with AICAR for different periods. Levels of the indicated proteins are examined by immunoblotting analysis. GAPDH was used as a loading control. **c** Mutation of S97 to a non-phosphorylatable amino acid alanine (S97A) was sufficient to destabilize TET2. HEK293T cells were transfected with FLAG-tagged TET2 or FLAG-tagged TET2 S97A for 24 h; cells were then treated with 50 µg/ml CHX with or without 1 mM AICAR for different periods. Cell lysates were subjected to immunoblotting with the indicated antibodies. **d** Mutation of S97 to a glutamic acid that mimics phosphorylation of TET2 by AMPK results in a stable TET2. HEK293T cells were transfected with FLAG-tagged TET2, FLAG-tagged TET2-S97A or FLAG-tagged TET2-S97E for 24 h; cells were then treated with 50 µg/ml CHX for different periods. Cell lysates were subjected to immunoblotting with the indicated antibodies. **e** HEK293T cells were transfected with FLAG-TET2 for 24 h, then treated with 50 µg/ml cycloheximide (CHX) alone, or in combination with MG132 (10 µM), or Z-VAD-FMK (10 µM), or calpeptin (20 µM) for 12 h. Cell lysates were subjected to immunoblotting with the indicated antibodies. **f** 14-3-3β binds to phosphorylated TET2, but not to the S97A mutant. HEK293T cells were transiently transfected with the indicated constructs and treated with 1 mM AICAR for 3 h to induce AMPK activation. FLAG-TET2 was immunoprecipitated with M2 beads (Sigma), and Myc-14-3-3β was detected by Western blot analysis. **g** 14-3-3β binding stabilizes TET2. An increased amount of Myc-14-3-3β was co-transfected into HEK293T cells along with FLAG-TET2 or FLAG-TET2-S97A. Western blot analysis was performed to examine the expression of indicated proteins

The increased TET2 immunofluorescence signals after AMPK activation promoted us to examine whether AMPK affects the stability of TET2 protein. We treated the MEFs with cycloheximide (CHX), which blocks protein synthesis, to determine TET2 stability by Western blot analysis. TET2 was apparently more stable in WT than in AMPK-null MEFs, and AICAR treatment, which induced AMPK activation, significantly increased the stability of TET2 in WT, but not in AMPK-null MEFs (Fig. 2b).

To determine whether the increased TET2 stability is achieved through phosphorylation at S97 by AMPK, we transiently transfected FLAG-tagged TET2, either in wild-type form (WT-TET2) or with a serine-to-alanine mutation at position 97 (TET2-S97A) mimicking the non-phosphorylated TET2, into HEK293T cells. The expression dynamics of FLAG-TET2 was followed after CHX treatment with or without AICAR treatment by Western blot analysis. As shown in Fig. 2c, TET2-S97A is not as stable as WT TET2, and AICAR treatment significantly increased the level of WT-TET2, but not TET2-S97A. In addition, increased accumulation of TET2 is observed when a serine-to-glutamic acid mutation was introduced at position 97 of TET2 (S97E) to mimic the Ser97-phosphorylation (Fig. 2d). These data suggested that AMPK-mediated phosphorylation of TET2 at S97 increased the stability of TET2 protein in cells.

To understand the underlying mechanisms of the enhanced TET2 stability induced by AMPK activation, we reexamined the potential degradation pathways of TET2. It has been reported that TET2 can be degraded by three different mechanisms: (a) the binding protein IDAX (CXXC finger protein 4) of TET2 can activate caspase 3 to degrade TET2 protein [16], (b) calcium-dependent protease calpain degrades TET1, TET2 and TET3 proteins [17]; (c) recently, Zhang et al. reported that TET2 protein is mainly degraded by ubiquitination-mediated pathways [18]. We repeated the relevant experiments to determine which TET2 degradation pathway is involved in our system. To this end, we used different proteolytic pathway inhibitors (MG132 (proteasome inhibitor); calpeptin (calpain inhibitor); Z-VAD-FMK (caspase inhibitor) to treat HEK293T cells overexpressing a FLAG-tagged form of TET2. Both of MG132 and calpeptin treatments increased the TET2 abundance after CHX treatment, indicating that TET2 is degraded by both ubiquitination-, and Calpain-mediated pathways (Fig. 2e).

By examining the amino acid sequence of TET2 protein, we found that the sequence encompassing Ser97 constitutes a motif that can be recognized by the 14-3-3 phosphorylated serine/threonine-binding proteins. Therefore, we hypothesized that 14-3-3 proteins might interact with TET2 and be involved in regulating its protein stability. To examine this hypothesis, FLAG-tagged TET2 protein and Myc-tagged 14-3-3β were co-expressed in HEK293T cells, and AMPK was activated by AICAR. Binding of wild-type TET2 to 14-3-3β was observed only when AMPK was activated; the mutant TET2 (TET2-S97A) did not bind to 14-3-3β under the same condition (Fig. 2f), indicating that the binding of TET2 to 14-3-3β is Ser97 phosphorylation-dependent. To investigate whether the binding of 14-3-3β to TET2 affects the stability of TET2, we co-transfected TET2 with different amounts of 14-3-3β and found that increasing the amount of 14-3-3β resulted in increased levels of TET2. However, the phenomenon is not seen in the TET2-S97A mutant (Fig. 2g), suggesting that the AMPK-induced TET2 stability is potentially achieved by an increase in the binding of TET2 and 14-3-3β.

### AMPK ablation resulted in severe differentiation defects of C2C12 cells

To investigate the biological significance of phosphorylation of TET2 by AMPK, we knocked-out (KO) AMPK alpha 1 and alpha 2 by CRISPR-Cas9-mediated methods in C2C12 cells [19], resulting in multiple clones with AMPK deletions (Fig. 3a, b). By tracking changes in cell morphology and expression of myosin heavy chain (MHC) during C2C12 differentiation, a complete loss of differentiation potential toward myotubes was observed in the AMPK-/- cells (Fig. 3c, d and Additional file 1: Fig. S2). During the differentiation of C2C12 cells, the protein level of AMPK remained unchanged; however, the phosphorylation level of AMPK was slightly elevated on the 8th and 12th day of differentiation. A significant decrease in TET2 protein level was observed at the myoblast stage (day 0 of the differentiation) in the AMPK-deficient C2C12 cells. Although the protein levels of TET2 in WT C2C12 cells remained constant during differentiation, they were decreased in AMPK-deficient cells as the differentiation progressed, which was especially evident on the 8th and 12th day of differentiation (Fig. 3d).

**Fig. 3:**
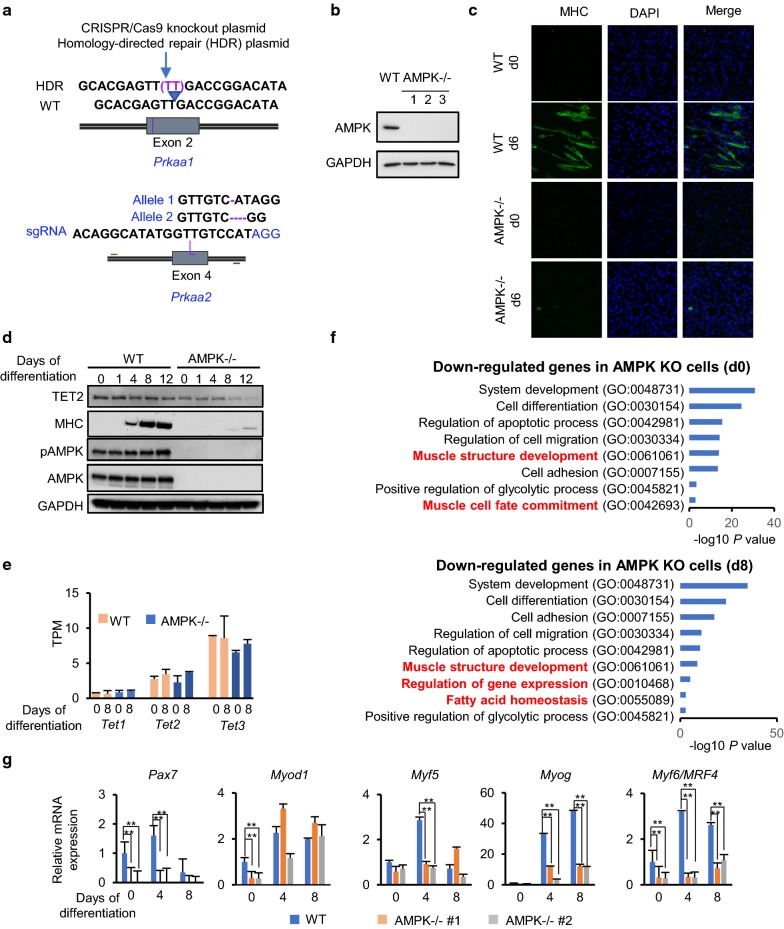
Knock-out of AMPK caused severe differentiation defect in C2C12 cells. **a** The strategy for knocking-out (KO) *AMPKa1* (*Prkaa1*) and *a2* (*Prkaa2*) in C2C12 cells. For knocking-out *AMPKa1* (*Prkaa1*), CRISPR/Cas9 knockout plasmid and homology-directed repair (HDR) plasmid from Santa Cruz were used. For knocking-out *AMPKa2* (*Prkaa2*), a sgRNA targeting exon 4 of *AMPKa2* (*Prkaa2*) [19] was used. Complete KO of *AMPKa1* and *a2* was confirmed by sequencing. The location of the two-base pair (TT) insertion in exon 2 of *Prkaa1* and deletions in exon 4 of *Prkaa2* alleles are indicated (purple dashed lines). **b** Knockout of AMPK in C2C12 cells was confirmed by Western blot analysis. GAPDH was used as a control. Shown are three independent clones of AMPK-KO. **c**, **d** Differentiation defects of AMPK-KO C2C12 cells. C2C12 cells were subjected to differentiation in 2% horse serum. MHC (Myosin heavy chain 1, MYH1) was detected by Western blot analysis (**c**) and immunofluorescence staining (**d**) during differentiation. Proteins examined are indicated. DAPI: 4′,6-diamidino-2-phenylindole. **e** Knockout of AMPK does not significantly change the expression of *Tet1*, *Tet2* and *Tet3* at mRNA levels in C2C12 cells. Expression data were retrieved from RNA sequencing data. TPM: transcripts per million. **f** Gene ontology analysis of downregulated genes in AMPK-KO C2C12 cells compared to wild-type cells at myoblast (differentiation d0) and myotube (differentiation d8) stages. **g** The expression of *Pax7* and myogenic regulatory factors (MRFs) was examined by RT-qPCR analysis. mRNA levels are presented relative to the levels in wild-type myoblasts (differentiation day 0) and were normalized to those of *Gapdh*. Data are presented as mean ± SD from three independent experiments performed in triplicates. *p < 0.05; **p < 0.01

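RNA-seq libraries were made from WT and AMPK-KO C2C12 cells, a mouse myoblast line that fuses into myotubes when serum is lowered, at differentiation day 0 (d0, myoblasts) and day 8 (d8, myotubes). Each genotype and day had 2 libraries, numbered replicate 1 and replicate 2. The labels do not say whether the AMPK-KO libraries of a day came from 1 knockout line. The legend of Fig. 5a, on MeDIP-seq and RNA-seq, names 2 independent AMPK-KO lines but does not assign libraries to them. Total RNA was depleted of ribosomal RNA and sequenced from both ends of each fragment. The authors trimmed the reads, aligned them to the mouse genome GRCm38 with STAR and counted them per gene with featureCounts on the GENCODE M12 annotation. They deposited these gene counts without normalization. The paper's text does not state whether the counting used strand or how reads with several alignments were handled, so counts of antisense, overlapping or near-identical genes are uncertain. In the order of the replicate numbers, the WT libraries held 20484982 and 18776790 counts at d0 and 17883417 and 21396328 counts at d8. The AMPK-KO libraries held 19319119 and 20903834 counts at d0 and 24663079 and 20925176 counts at d8. Replicates of a group differed by more than sampling noise, with a chi-square of 32.2 to 76.2 per degree of freedom. Neither library of a group therefore appears as a copy of the other. Libraries of different groups were not compared in this way.

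Differential expression was tested with edgeR's quasi-likelihood test on TMM-normalized counts, with the 8 libraries in 1 model of 4 groups. The test covered the 14329 genes that passed edgeR's filter on low counts. P-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p under 0.05, as in the paper's methods, which name DESeq2. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p under 0.33. The model therefore rested on the spread shared over the 4 groups, a common biological coefficient of variation of 0.281. On simulated counts with 200 genes changed by 2 on the log2 scale, edgeR's quasi-likelihood test called 150 of the changed genes and 12 others, and DESeq2 called 183 and 64.

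The edited genes were read first. *Prkaa1* (ENSMUSG00000050697.8, chromosome 15 of GRCm38, 5143861 to 5181899, plus strand) encodes the AMPK α1 subunit. At d0 it had 3287 and 2925 counts in WT and 1522 and 1669 counts in AMPK-KO cells, and at d8 it had 2290 and 2661 counts in WT and 2043 and 1698 counts in AMPK-KO cells. After normalization this was 159 ± 0.0361 (SD, n = 2) against 78.8 ± 1.15 (SD, n = 2) CPM at d0. The log2 fold change was −1.01 at d0 (standard error 0.126, adjusted p = 0.0116 from edgeR's quasi-likelihood test) and −0.60 at d8 (standard error 0.126, adjusted p = 0.0419). The adjusted p from edgeR's quasi-likelihood test rose to 0.0512 at d0 and 0.0578 at d8 when only the libraries of that day were fitted. *Prkaa2* (ENSMUSG00000028518.8, chromosome 4, 105029874 to 105109890, minus strand) encodes α2 and was expressed at a much lower level. Its counts were 35 and 33 in WT and 4 and 9 in AMPK-KO cells at d0, and 113 and 216 in WT and 31 and 17 in AMPK-KO cells at d8. Its log2 fold change was −2.43 at d0 (standard error 0.514, adjusted p = 0.0527 from edgeR's quasi-likelihood test) and −2.96 at d8 (standard error 0.471, adjusted p = 0.019), and DESeq2 gave it an adjusted p of 0.0064 at d0. The counts cover whole genes, so they do not show the edited exons. Transcripts of *Prkaa1* remained in all AMPK-KO libraries. Over the 7 genes of the AMPK subunits, the median log2 fold change was −0.24 at d0 and −0.60 at d8, with an adjusted p of 0.0561 and 0.0847 from camera and of 0.0066 and 0.0075 from fry.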

Next, we analyzed the gene expression profiles of the C2C12 cells at myoblast (differentiation day 0) and myotube (differentiation day 8) stages by RNA-seq. The results showed that the mRNA level of *Tet1* was very low, and the level of *Tet3* was the highest, whereas *Tet2* was at an intermediate level in C2C12 cells (Fig. 3e). 

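TPM, the unit of Fig. 3e, was computed from the deposited counts and the merged exon length of each gene in GENCODE M21, with 2 libraries in each group. *Tet1* (ENSMUSG00000047146.15) lies on chromosome 10 of GRCm38 from 62804570 to 62908996, *Tet2* (ENSMUSG00000040943.12) on chromosome 3 from 133463679 to 133545139 and *Tet3* (ENSMUSG00000034832.15) on chromosome 6 from 83362373 to 83459084, all on the minus strand. The TPM of *Tet1* in WT cells was 0.895 ± 0.04 (SD, n = 2) at d0 and 0.927 ± 0.0618 (SD, n = 2) at d8. *Tet2* reached 3.83 ± 1.41 (SD, n = 2) at d0 and 4.35 ± 0.795 (SD, n = 2) at d8. For *Tet3* the values were 10.3 ± 1.61 (SD, n = 2) and 10.7 ± 0.343 (SD, n = 2). The order was the same in each of the 8 WT and AMPK-KO libraries, in which the TPM of *Tet2* was 2.89 to 5.57 times that of *Tet1* and the TPM of *Tet3* was 1.89 to 3.25 times that of *Tet2*. CPM with TMM factors per kilobase, a unit on another scale, kept this order, with 0.252 for *Tet1*, 1.07 for *Tet2* and 2.90 for *Tet3* in WT cells at d0. Leaving mitochondrial genes and abundant noncoding RNAs out of the TPM moved *Tet3* most, to 11.1 in WT cells at d8.

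**Figure D1:**
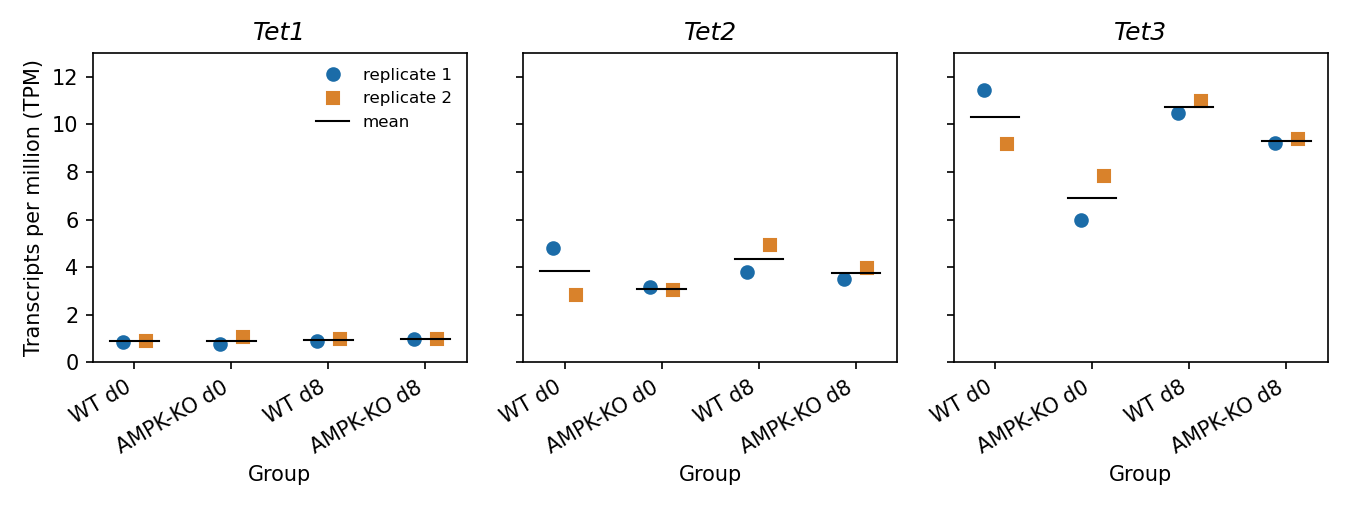
TPM of *Tet1*, *Tet2* and *Tet3* in each WT and AMPK-KO library at d0 and d8. Points are libraries (replicate 1 and replicate 2) and lines are the means of 2 libraries; the highest point is *Tet3* in WT cells at d0, and every *Tet1* point lies below all points of *Tet2*.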

The absence of AMPK did not significantly affect the mRNA levels of *Tet1*, *2*, *3*, indicating that the observed decrease of TET2 protein in AMPK-deficient cells happened at the post-transcriptional level. 

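In AMPK-KO cells, the TPM of *Tet1* was 0.914 ± 0.201 (SD, n = 2) at d0 and 0.982 ± 0.0086 (SD, n = 2) at d8. *Tet2* was at 3.10 ± 0.0721 (SD, n = 2) and 3.75 ± 0.33 (SD, n = 2), and *Tet3* at 6.91 ± 1.33 (SD, n = 2) and 9.30 ± 0.125 (SD, n = 2). Against WT cells, the log2 fold change of *Tet2* was −0.24 at d0 (standard error 0.279, adjusted p = 0.675 from edgeR's quasi-likelihood test) and −0.17 at d8 (standard error 0.278, adjusted p = 0.763). The spread between the WT libraries at d0 was larger than this difference, and the d0 value ran from −0.55 to 0.14 with each library left out in turn. *Tet1* changed by 0.074 at d0 and 0.13 at d8, with adjusted p of 0.929 and 0.835 from edgeR's quasi-likelihood test. *Tet3* had the largest change of these genes, −0.53 at d0 (standard error 0.174, adjusted p = 0.148 from edgeR's quasi-likelihood test), against an unadjusted p of 0.0178. Without each library in turn it stayed between −0.73 and −0.39, and no alternative brought its adjusted p from edgeR's quasi-likelihood test or DESeq2 under 0.109. At d8 the change of *Tet3* was −0.16 (standard error 0.173, adjusted p = 0.637 from edgeR's quasi-likelihood test). The exact permutation test gave *Tet3* a two-sided p of 0.33 at each day, the smallest that 2 libraries against 2 allow, so it cannot separate the groups. A fall of *Tet2* as small as the one measured was not detectable with this number of libraries. Over the 8 genes of the DNA methylation enzymes, the median log2 fold change was 0.034 at d0 and 0.34 at d8 (adjusted p = 0.863 and 0.384 from camera), and none of the 8 was called. From the absence of a significant change in the *Tet* transcripts, the paper infers that the decrease of TET2 protein in AMPK-deficient cells arose after transcription.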

Interestingly, the timing of the increase in AMPK phosphorylation during the differentiation of WT C2C12 cells matches the significant decrease of TET2 protein in AMPK-null cells, further suggesting the involvement of phosphorylation of TET2 by AMPK in regulating TET2’s protein stability.

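At d0, 405 of the 14329 genes tested were lower in AMPK-KO than in WT cells and 100 were higher; at d8, 571 were lower and 195 higher. Of the genes lower at either day, 286 were lower at both, and no gene was lower at one day and higher at the other. The filter on low counts moved these numbers most: without it, 1453 genes were lower at d0 and 1670 at d8, and DESeq2 in place of edgeR's quasi-likelihood test called 1012 and 1101. Whether equal replicate numbers mark a shared batch stays open, and with a replicate block 568 were lower and 172 higher at d0, and 815 and 329 at d8. The named genes were taken in the order of the fitted log2 fold change among the called genes without overlap between the genotypes, which is no order of size for genes at the detection floor. At d0 the falls named in this way were of *Gap43* (at least 341-fold lower), *Cdh11* (at least 266-fold lower), *Map2* (at least 252-fold lower), *Setbp1* (at least 172-fold lower) and *Syk* (at least 166-fold lower). These are lower bounds, because the AMPK-KO libraries held no more than 3 counts of each gene. At d8 they were of *Setbp1* (at least 359-fold lower), *Adgrd1* (at least 275-fold lower), *Ly6c2* (at least 257-fold lower), *Cxcl14* (at least 147-fold lower) and *Mgat5* (at least 118-fold lower). Larger falls by the bound were left out at d8, among them that of *Cdh11*, which had 1717 and 3794 counts in WT and 3 and 0 in AMPK-KO cells. *Ly6c2* belongs to a family of closely related genes, whose reads the counting could have split.

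Gene lists written by hand stood in for the gene ontology terms of Fig. 3f, whose members were not used here. Of the 16 myogenic regulators, 13 were tested. Their median log2 fold change at d0 was −3.29, and 11 of the 13 were lower in AMPK-KO cells (adjusted p = 9.5e-11 from camera). Over all genes tested 6 were called, and adjusted over the list alone 7 were. For the 48 genes of sarcomere and muscle contraction tested, the median was −2.42, or −1.81 with the genes at the detection floor set to their bounds, and 44 were lower (adjusted p = 1.2e-10 from camera). None of these 48 was called over all genes, and adjusted over the list alone 13 were lower and 1 was higher. Under fry, which estimates the correlation between genes from the libraries, the call held at d0 for the myogenic regulators (adjusted p = 0.0123 from fry) and not for the sarcomere genes (adjusted p = 0.292 from fry). With an estimated correlation in camera, neither held (adjusted p = 0.199 and 0.746 from camera). At d8 the median was −0.83 for the myogenic regulators (adjusted p = 0.0905 from camera) and −0.75 for the sarcomere genes (adjusted p = 0.0016 from camera, 0.440 from fry), with 1 gene called in each. Of the 13 regulators 9 were lower and 4 higher at d8, and adjusted over the list alone 4 were lower and 4 higher. The sarcomere value at d8 rested on replicate 1 of the AMPK-KO cells: without it the median was −0.015, and without replicate 2 it was −2.37. The myogenic median at d8 was −0.24 without AMPK-KO replicate 1 and −1.44 without replicate 2. Extracellular matrix genes had a median of −0.76 at d0 (adjusted p = 0.0406 from camera, 0.400 from fry), which became 0.11 without WT d0 replicate 1, and −1.09 at d8 (adjusted p = 1.4e-04 from camera, 0.217 from fry). Of these 24 genes, 2 were called lower at d0 and 4 at d8, and adjusted over the list alone 4 and 7 were. The Notch pathway list had a median of −0.43 at d0 (adjusted p = 0.0633 from camera) and −0.055 at d8 (adjusted p = 0.716 from camera). Among the mouse Reactome pathways, 34 of 830 were lower at d0 and 21 at d8, led by muscle contraction at d0 (median −0.59, adjusted p = 1.6e-04 from camera) and collagen formation at d8 (median −0.83, adjusted p = 7.0e-06 from camera).

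*Myod1* (ENSMUSG00000009471.4, chromosome 7, 46376474 to 46379099, plus strand) had 1606 and 2450 counts in WT and 151 and 291 in AMPK-KO cells at d0, a log2 fold change of −3.29 (standard error 0.449, adjusted p = 0.0147 from edgeR's quasi-likelihood test). At d8 it had 2612 and 3508 counts in WT and 1425 and 2379 in AMPK-KO cells, and the change of −0.83 was not called (adjusted p = 0.279 from edgeR's quasi-likelihood test), while it was with a replicate block (0.0488) and without the filter on low counts (0.0039). *Myog* (ENSMUSG00000026459.5, chromosome 1, 134289989 to 134292548, plus strand) fell from 612 and 361 counts to 12 and 12 at d0, a log2 fold change of −5.36 (standard error 0.681, adjusted p = 0.0116 from edgeR's quasi-likelihood test). Its change at d8, from 4621 and 9150 counts to 1567 and 3943, was −1.42 (adjusted p = 0.155 from edgeR's quasi-likelihood test), and it was called under DESeq2 (adjusted p = 0.0352). *Myf5* changed by 0.095 at d0 and 0.58 at d8 and was not called (adjusted p = 0.845 and 0.158 from edgeR's quasi-likelihood test). *Myf6* did not pass the filter on low counts, with 0 to 10 counts in any library, so a difference was not detectable at this depth. *Myh1*, which the legend of Fig. 3 names as the myosin heavy chain (MHC) detected, had 10956 and 35397 counts in WT and 224 and 7314 in AMPK-KO cells at d8. Its log2 fold change of −2.64 was not called (adjusted p = 0.280 from edgeR's quasi-likelihood test), and it was −6.98 without AMPK-KO d8 replicate 2. The fit without the filter on low counts called *Myh1* despite this spread. Its calls of single genes, *Myod1* among them, therefore carry little weight.

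**Figure D2:**
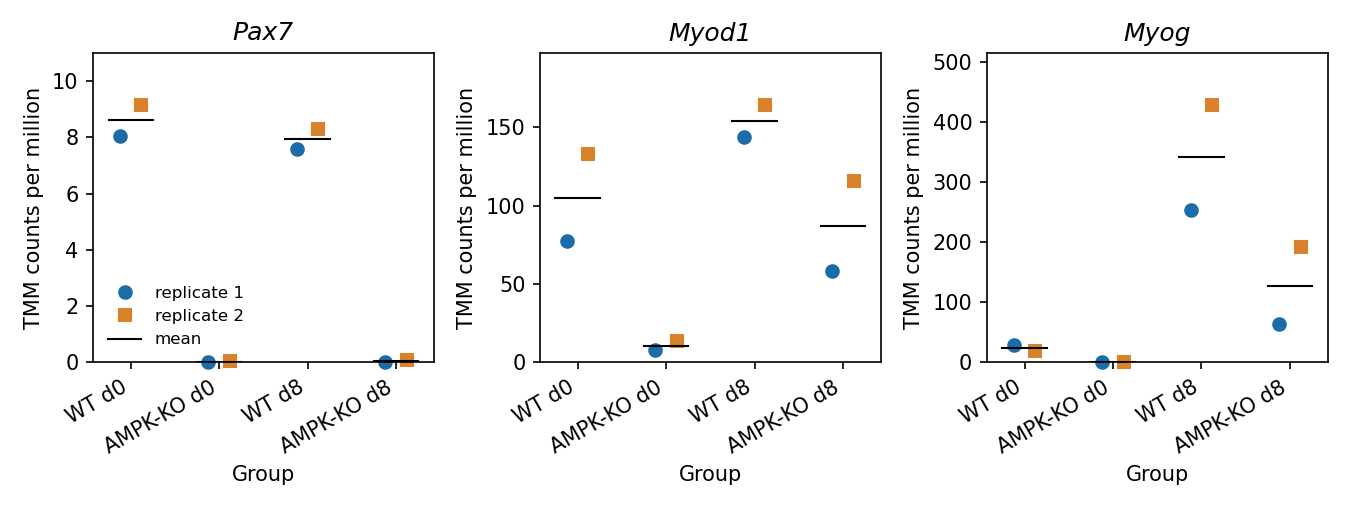
TMM-normalized CPM of *Pax7*, *Myod1* and *Myog* in each WT and AMPK-KO library at d0 and d8. Points are libraries and lines are means of 2 libraries; the AMPK-KO points of *Pax7* lie near 0 on both days, and those of *Myog* lie near 0 at d0.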

A gene ontology analysis revealed that downregulated genes in AMPK-null C2C12 cells are involved in a wide range of biological processes, such as “system development,” “muscle structure development,” “muscle cell fate commitment” and others (Fig. 3f). 

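By the fitted values, which do not order genes at the detection floor, the genes higher in AMPK-KO cells at d8 were led by *Sh2d1b1* (at least 102-fold higher), *Cldn34b1* (at least 19.0-fold higher), *Magea3* (at least 16.1-fold higher), *Ifit1* and *Glra3* (at least 5.81-fold higher). *Ifit1* had 9 and 23 counts in WT and 8156 and 171 counts in AMPK-KO cells, a log2 fold change of 7.72 (standard error 1.70, adjusted p = 0.0477 from edgeR's quasi-likelihood test). *Ifit1* was not called with a replicate block (adjusted p = 0.0691 from edgeR's quasi-likelihood test) or with the libraries of that day alone (0.115), and its change was 3.39 without AMPK-KO d8 replicate 1. *Cldn34b1* and *Magea3* belong to families of closely related genes on the X chromosome, whose reads the counting could have split. DESeq2 called 555 genes higher at d8, and 833 were called without the filter on low counts.

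Of the 21 stress response genes in the list, 12 were higher and 9 lower in AMPK-KO cells at d8. Their median log2 fold change was 0.042 (adjusted p = 0.568 from camera, 0.524 from fry), none was called, and none was called adjusted over the list alone. The median ran from −0.016 to 0.34 with each library left out in turn. The lowest adjusted p among them were of *Srxn1* (log2 fold change 1.11, adjusted p = 0.0745 from edgeR's quasi-likelihood test) and *Ddit4* (1.66, adjusted p = 0.0904). The 17 glycolysis genes had a median of 0.23 at d8 (adjusted p = 0.968 from camera) and −0.22 at d0 (adjusted p = 0.125 from camera), and only *Pfkp* and *Aldoc* were called, both lower at each day. *Pfkp* changed by −1.51 at d0 (adjusted p = 0.0305 from edgeR's quasi-likelihood test) and −1.35 at d8 (adjusted p = 0.0339). *Aldoc* changed by −2.97 at d0 (adjusted p = 0.0464 from edgeR's quasi-likelihood test) and was at least 8.38-fold lower at d8. The 20 cholesterol biosynthesis genes had medians of −0.17 and 0.0059 at d0 and d8 (adjusted p = 0.571 and 0.968 from camera), with none called. No list for cell size was tested. Among the Reactome pathways, 46 of 830 were higher at d8, and translation elongation, a metabolic process of protein, stood first (median log2 fold change 0.30 over 88 genes, adjusted p = 0.0014 from camera).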

Upregulated genes in AMPK-null C2C12 cells at the myotube stage are involved in “response to stress,” “metabolic process” and “regulation of cell size” (Additional file 1: Fig. S3). To further validate the results of RNA-Seq, we examined the expression of myogenic regulatory factors (MRFs) in two independent AMPK knockout C2C12 cell lines and WT C2C12 cells by RT-qPCR. As shown in Fig. 3g, *Myod1* and *Myf6/MRF4* were significantly downregulated in AMPK-deficient cells at the myoblast stage. At the myotube stage, the expression of *Myog* and *Myf6/MRF4* in AMPK-deficient cells decreased compared to WT cells. However, the expression of *Myod1* was comparable in between the WT and the AMPK-null cells at the myotube stage. Strikingly, a total loss of *Pax7* expression was observed in AMPK-null cells at both myoblast and myotube stages.

### Genome-wide DNA methylation changes in AMPK knockout C2C12 cells

To investigate the effect of AMPK knockout on DNA methylation in C2C12 cells, we first measured the absolute content of 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) in C2C12 cells by liquid chromatography–tandem mass spectrometry (LC–MS/MS). As shown in Fig. 4a, global levels of 5mC did not change during the differentiation of C2C12 cells from myoblasts to myotubes, and AMPK knockout had no obvious effect on total 5mC content. However, an overall increase of 5hmC was observed during C2C12 differentiation, and the content of 5hmC was slightly decreased in AMPK-deficient myotubes, suggesting the potential involvement of AMPK in regulating 5hmC.

**Fig. 4:**
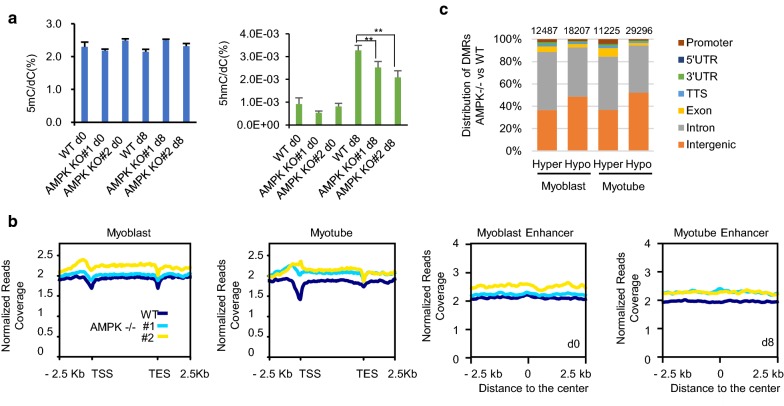
Genome-wide DNA methylation changes in AMPK knockout C2C12 cells. **a** Levels of 5mC (left) and 5hmC (right) in wild-type (WT) and AMPK knockout (KO) C2C12 cells at myoblast (d0) and myotube (d8) stages were detected by mass spectrometry. Two independent AMPK-KO lines were used. Data are presented as mean ± SD of triplicates. **p < 0.01. **b** Normalized methylated DNA immunoprecipitation sequencing (MeDIP-Seq) tag densities at genic and enhancer regions in wild-type (WT) and AMPK-/- C2C12 cells. Enhancers were defined according to their histone modification patterns [25]. 5mC enrichments from − 2.5 kb to + 2.5 kb relative to gene bodies or the centers of enhancers are shown. Two independent AMPK-KO lines were used. **c** The distribution of differentially methylated regions (DMRs) in AMPK-KO relative to wild-type C2C12 cells at myoblast (d0) and myotube (d8) stages across the genome. The number of hyper- or hypomethylated DMRs is shown on top of each bar

To examine changes in DNA methylation profiles caused by AMPK deficiency, we performed methylated DNA immunoprecipitation coupled with high-throughput sequencing (MeDIP-seq). Overall, 5mC signals showed a slight increase across gene bodies in the AMPK-deficient cells as compared to wild-type cells (Fig. 4b). In wild-type cells, the 5mC signal had a sharp dip at transcription start sites (TSSs), indicating that the TSSs are usually in a non-methylated state. In contrast, in AMPK-deficient cells, the dip of 5mC at the TSSs was significantly reduced, which was more pronounced when cells were differentiated into myotubes. Significantly, an upward peak of 5mC appeared upstream of the TSS in AMPK-deficient cells. Also, AMPK deficiency resulted in increased levels of methylation on the enhancers (Fig. 4b). Analysis of the MeDIP-seq data identified 12,487 hypermethylated differentially methylated regions (hyper-DMRs), and 18207 hypomethylated differentially methylated regions (hypo-DMRs), when comparing AMPK-deficient to WT C2C12 myoblasts (Fig. 4c). The hyper-DMRs of AMPK-deficient cells are enriched at the genic regions, including promoters, introns and exons. In contrast, hypo-DMRs tend to be enriched at the intergenic regions. This trend was more pronounced when cells were differentiated into myotubes, accompanied by a significantly increased number of hypo-DMRs. Remarkably, much more hyper-DMRs emerged in AMPK-deficient cells at the promoter and exon regions of target genes (Fig. 4c).

### An intragenic enhancer regulates *Pax7* expression

To elucidate why the AMPK deletion caused the striking disappearance of *Pax7* expression in C2C12 cells, we examined the DNA methylation statuses of the *Pax7* locus at the myoblast and myotube stages. According to the results of 5mC MeDIP, the DNA methylation statuses of the *Pax7* promoter and its upstream did not change significantly in AMPK-KO cells compared to WT cells. Instead, a significant hyper-DMR was found in the intron 7 of *Pax7* (Additional file 1: Fig. S4, Fig. 5a) in AMPK-KO C2C12 cells at the myoblast stage. To elucidate the potential function of this DMR, we downloaded all the ChIP-seq data deposited in the Gene Expression Omnibus (GEO) of multiple histone marks in C2C12 cells through the cistrome portal [20–22], including H3K4me3, H3K4me1 and H3K27ac [23–30] (Additional file 2: Table S2). Integrative analysis revealed a surprising finding: the *Pax7* intragenic DMR overlaps with a region with properties of active enhancers (Fig. 5a). To test whether this intragenic enhancer regulates the expression of Pax7, we knocked-out the enhancer by the CRISPR-Cas9-mediated method and obtained two independent clones containing a heterozygous deletion of the enhancer (Fig. 5b, Additional file 1: Fig. S5). RT-qPCR revealed that the deletion caused a significant decrease of *Pax7* expression in C2C12 cells (Fig. 5c), suggesting that this intragenic enhancer regulates *Pax7* expression.

**Fig. 5:**
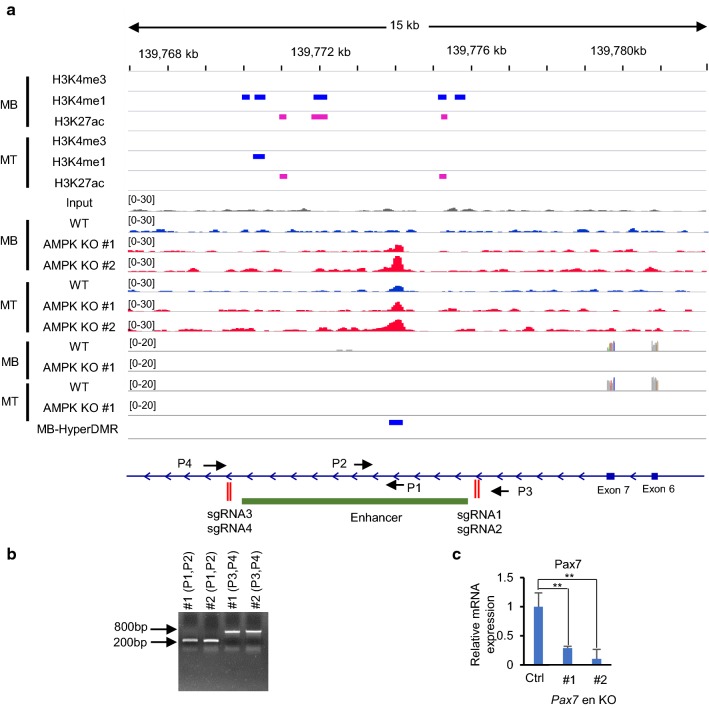
TET2 regulates *Pax7* expression through a putative enhancer located in intron 7 of *Pax7.* **a** Increased DNA methylation at a potential intragenic enhancer of *Pax7*. Normalized MeDIP-Seq and RNA-Seq tag densities in myoblasts (MB) and myotubes (MT) are shown. Peaks of H3K4me3 (MB: GSM628005; MT: GSM628006), H3K4me1 (MB: GSM1197187; MT: GSM1197187) and H3K27ac (MB: GSM921131; MT: GSM921133) were downloaded through cistrome DB. The locations of the Pax7 enhancer and sgRNA targeting sites for enhancer knockout are indicated. The myoblast-specific hyper-DMR in the intron 7 of *Pax7* is indicated in blue. Results from two independent AMPK-KO lines are shown. **b** PCR screening for CRISPR/Cas9-mediated deletion of *Pax7* intragenic enhancer in C2C12 cells. The locations of the PCR primers used for genotyping are displayed in panel (**a**). **c** The expression of *Pax7* in C2C12 clones with deletion of *Pax7* intragenic enhancer was examined by RT-qPCR. *Csnk2a* was used for normalization. Data are presented as mean ± SD from three independent experiments performed in triplicates. **p < 0.01

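The RNA-seq counts of *Pax7* (ENSMUSG00000028736.13, chromosome 4 of GRCm38, 139737062 to 139833528, minus strand) were read per library. In myoblasts, the WT libraries had 167 and 169 counts and the AMPK-KO libraries 0 and 1. In myotubes, the WT libraries had 138 and 177 counts and the AMPK-KO libraries 0 and 2. Expression was at least 54.8-fold lower in AMPK-KO myoblasts (adjusted p = 0.0086 from edgeR's quasi-likelihood test) and at least 54.6-fold lower in AMPK-KO myotubes (adjusted p = 0.0063), with the AMPK-KO libraries set to the floor of 3 counts. All WT libraries lay above all AMPK-KO libraries on both days. The MeDIP-seq signal and the histone peaks of the panel were not analysed here.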

### TET2 S97E partially rescues the differentiation defect of AMPK-null C2C12 cells

AMPK regulates many aspects of cellular activities as an intracellular energy sensor. The observed phenotypes of the AMPK-deficient C2C12 cells, such as the inability to differentiate, abnormal DNA methylation status and loss of Pax7 expression, could be caused by other mechanisms than TET2-related. Hence, we next ask whether the phenotype of AMPK-/- C2C12 cells is TET2 phosphorylation-dependent. To this end, we knocked-in the S97E mutation along with FLAG-BirA tag and EGFP coding sequence to mimic TET2 in the S79-phosphorylated state at the endogenous TET2 locus in the AMPK-/- C2C12 cell through CRISPR-Cas9-mediated homologous recombination, whereas the same FLAG-BirA tag and EGFP coding sequence was knocked-in at the N-terminus of endogenous TET2 locus in the same background to serve as a control (Fig. 6a). We obtained multiple clones and verified that the knock-in was successful and homozygous (Additional file 1: Fig. S6), and named the cells carrying the S97E mutation as AMPK-/-:FLAG-BirA-TET2-S97E (TET2-S97E), the controls cells as AMPK-/-:FLAG-BirA-TET2-WT (TET2-WT). We performed RNA-seq on both cell lines at the undifferentiated states. 

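The cells were AMPK-null C2C12 cells in which the *Tet2* gene had been edited to encode TET2 tagged with FLAG and BirA, either with the wild-type sequence (TET2-WT) or with glutamic acid at position 97 (TET2-S97E), which mimics phosphorylated serine. Each genotype had 2 clones with 2 replicates each, so 4 libraries stood against 4. The counts were made and deposited as for the WT and AMPK-KO cells, in a table of their own. The TET2-WT libraries held 21436505 to 37790358 counts (median 24425688.5) and the TET2-S97E libraries 19801909 to 32109879 (median 25546690.5). The libraries of the tables were not fitted together. Genotypes were compared with edgeR's quasi-likelihood test over the 13433 genes that passed the filter, with the 8 libraries as separate samples. The common biological coefficient of variation was 0.299. Replicates of a clone are not independent clones, so fits with counts summed per clone and with clone as a random effect were made as well. The smallest two-sided p of an exact permutation test with 4 libraries against 4 is 0.0286. On simulated counts with 200 changed genes, edgeR's quasi-likelihood test called 189 of them and 13 others. The simulated libraries were independent and had no clone effect, so these numbers cannot show what treating replicates of a clone as independent does. One pair of replicates differed in a way that followed gene length and GC content: between the replicates of TET2-WT clone 1, the difference had a Spearman correlation of −0.42 with exon length and 0.53 with GC content across 13411 genes, against −0.050 to 0.14 and −0.077 to 0.31 in the other pairs of either table. Genes are not independent replicates in these correlations. A correction for both was added after the data were seen.

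Both genotypes carry the AMPK edits, so *Prkaa1* and *Prkaa2* do not check the labels here. The edited gene, *Tet2*, had a TPM of 8.32 ± 3.66 (SD, n = 4) in TET2-WT and 3.04 ± 1.33 (SD, n = 4) in TET2-S97E cells. Its log2 fold change was −1.40 (standard error 0.386, adjusted p = 0.0621 from edgeR's quasi-likelihood test), and every TET2-WT library lay above every TET2-S97E library (exact permutation test, two-sided p = 0.0286, which takes the replicates of a clone as independent). It was called under DESeq2 (adjusted p = 0.0028), without the filter on low counts (0.025, edgeR's quasi-likelihood test) and with the correction for length and GC content (0.0213). *Tet2* was not called under any other alternative, among them counts summed per clone (adjusted p = 0.366 from edgeR's quasi-likelihood test) and clone as a random effect (0.228 from limma), and its log2 fold change was −0.81 without TET2-WT clone 2. *Tet1* was at 1.09 ± 0.383 and 1.38 ± 0.271 TPM (SD, n = 4) and *Tet3* at 7.23 ± 3.39 and 8.84 ± 2.7 TPM (SD, n = 4) in TET2-WT and TET2-S97E cells.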

Gene ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) between S97E and WT cells revealed that genes involved in the biological process, such as “muscle cell differentiation,” “muscle organ development,” were upregulated in S97E cells (Fig. 6b). 

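Between TET2-S97E and TET2-WT cells, 498 of 13433 genes were higher and 440 lower in TET2-S97E cells. Of these, 354 and 198 changed by at least 1 on the log2 scale. The numbers depended most on how clones were treated: with counts summed per clone no gene was called, although 1575 of 15126 genes had an unadjusted p under 0.05, and with clone as a random effect in limma-voom 91 were higher and 75 lower. Without TET2-WT clone 1, 100 were higher and 83 lower. DESeq2 called 981 higher and 844 lower.

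For the 37 sarcomere and contraction genes tested, the median log2 fold change was 4.01, and all 37 were higher in TET2-S97E cells (adjusted p = 1.6e-27 from camera, 0.0252 from fry). Over all genes 24 were called higher, and adjusted over the list alone 34 were. The 12 myogenic regulators tested had a median of 1.34, with 8 higher and 4 lower (adjusted p = 1.5e-04 from camera, 0.0252 from fry). Over all genes 6 were called higher, and adjusted over the list alone 6 were higher and 1 was lower. The median of the myogenic regulators was 1.64 between the clones numbered 1. Between those numbered 2 it was 0.20 and was not called (adjusted p = 0.0896 from camera, 0.0740 from fry). With an estimated correlation neither list was called (adjusted p = 0.172 from camera for both), whereas the 20 genes of cholesterol biosynthesis were (0.0409). These had the lowest adjusted p of all lists, with a median of 1.91 and all 20 higher (8.1e-44 from camera, 0.0013 from fry), and 19 were called over all genes and over the list alone. Mitosis genes had a median of 1.08, with 30 of 30 higher (adjusted p = 1.9e-13 from camera, 0.0910 from fry), and genes of DNA replication initiation 0.61, with 24 of 27 higher (1.3e-05 from camera, 0.0526 from fry). Over all genes 4 and 3 of them were called, and adjusted over the list alone 15 and 12 were. Extracellular matrix genes had a median of 0.62 (adjusted p = 1.5e-04 from camera, 0.186 from fry), which became −0.036 without TET2-S97E clone 2. The Notch pathway list had a median of 0.74 (adjusted p = 0.0342 from camera, 0.194 from fry), which became −0.026 without TET2-S97E clone 1. The remaining lists were not called by camera: interferon-stimulated genes (median 0.094, adjusted p = 0.369 from camera), stress response (0.084 and 0.447), glycolysis (−0.035 and 0.574), DNA methylation enzymes (0.027 and 0.574) and AMPK subunits (−0.0024 and 0.617). Of 815 Reactome pathways, 53 were higher and 21 lower; cholesterol biosynthesis stood first (median 1.71, adjusted p = 1.1e-34 from camera), and striated muscle contraction was the highest of the muscle pathways (median 3.85, adjusted p = 1.3e-15 from camera).

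*Pax7* had 1, 6, 1 and 2 counts in the TET2-WT libraries and 42, 51, 50 and 323 counts in the TET2-S97E libraries, a log2 fold change of 5.53 (standard error 0.798, adjusted p = 0.0077 from edgeR's quasi-likelihood test). It was 4.52 to 6.13 with each library left out in turn. *Pax7* was not called with counts summed per clone (adjusted p = 0.277 from edgeR's quasi-likelihood test), with clone as a random effect (0.0698 from limma) or without TET2-WT clone 1 (0.0656). *Myog* had 9, 24, 46 and 390 counts in TET2-WT and 2794, 5538, 1122 and 1289 in TET2-S97E cells, a log2 fold change of 4.61 (standard error 1.04, adjusted p = 0.0307 from edgeR's quasi-likelihood test). *Myod1* had 158, 393, 394 and 734 counts in TET2-WT and 2923, 4442, 545 and 892 in TET2-S97E cells, a log2 fold change of 2.50 (standard error 0.647, adjusted p = 0.0496 from edgeR's quasi-likelihood test) that was 0.86 without TET2-S97E clone 1. *Mymk*, a gene of myoblast fusion, changed by 5.86 (standard error 0.877, adjusted p = 0.0083 from edgeR's quasi-likelihood test), and *Myh1* by 7.75 (standard error 1.83, adjusted p = 0.0358), from 0, 1, 1 and 7 counts to 52, 17, 1378 and 72. The size of the *Myh1* value rested largely on TET2-S97E clone 2 replicate 1, the library with 1378 counts. The TET2-S97E mean was 18.8 ± 33.9 CPM (SD, n = 4).

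By the fitted values, which do not order genes at the detection floor, the largest increases were of *Gm21655*, *Gm21680*, *Gm21698*, *Gm7361* and *Gm21663*, predicted genes close together on chromosome 5 that are near-identical copies, so how their reads were assigned is uncertain. Their bounds ran from at least 22.6-fold to at least 189-fold higher. The largest falls by the fitted values were of *Tbx4* (at least 27.4-fold lower), *Ifih1* (at least 20.9-fold lower), *Syt5* (at least 16.5-fold lower), *Ldb2* (at least 16.4-fold lower) and *Fam110c* (at least 7.77-fold lower). *Fam110c* in TET2-WT cells had 1 library, clone 2 replicate 2, far from the other 3.

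Clones of the same genotype differed as well. Between the TET2-WT clones 124 of 14459 genes were called, and between the TET2-S97E clones 892 were. The gap between these counts depended on the processing. With a replicate block, 317 genes were lower and 360 higher in TET2-WT clone 2, against 737 and 803 in TET2-S97E clone 2. Without the filter on low counts there were 526 and 1101, against 853 and 827. TET2-S97E clone 1 against TET2-WT clone 1 gave 1784 called genes and clone 2 against clone 2 gave 1270. The myogenic regulators had a median of 1.64 between the clones numbered 1 (adjusted p = 9.6e-11 from camera, 0.0048 from fry) and of 0.20 between those numbered 2, where they were not called (0.0896 from camera, 0.0740 from fry). The sarcomere genes had 6.46 (adjusted p = 1.7e-39 from camera, 0.0352 from fry) and 2.36 (7.6e-10 from camera, 0.165 from fry), and mitosis 0.21 (adjusted p = 0.274 from camera) and 2.23 (1.5e-50 from camera). Cholesterol biosynthesis had 1.60 and 2.34, with 20 of 20 genes higher in both.

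**Figure D3:**
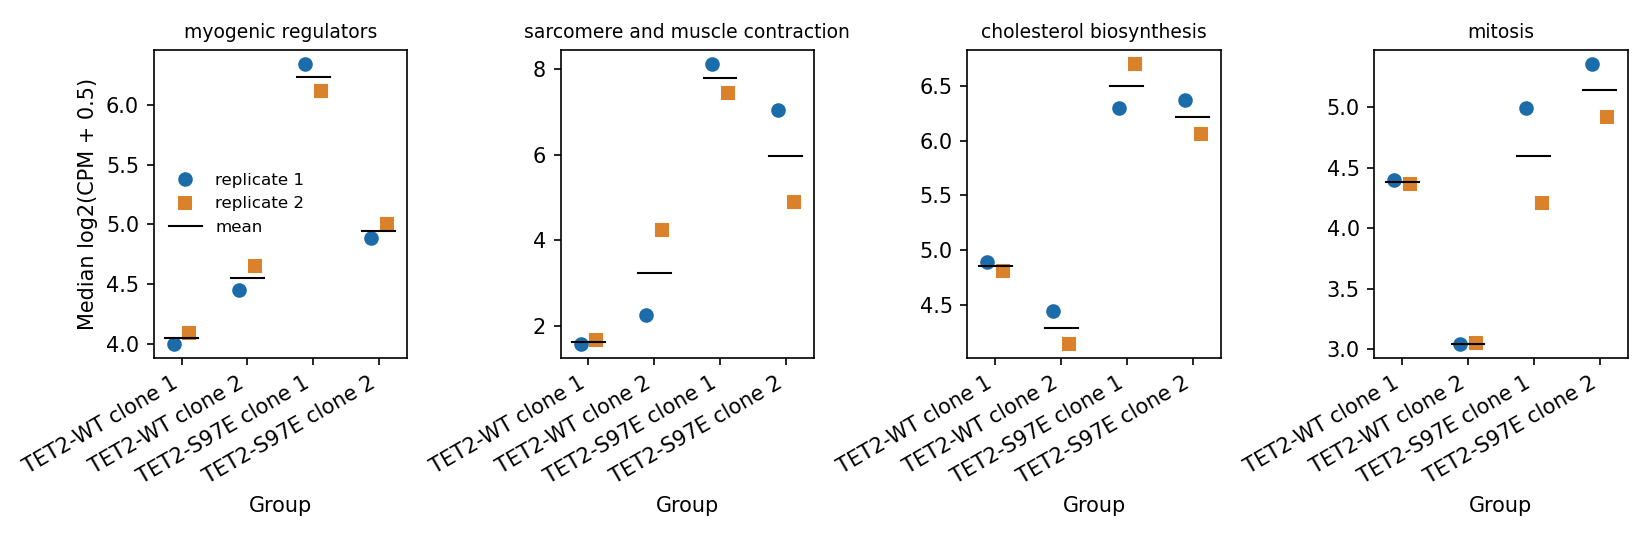
Median log2(CPM + 0.5) of 4 gene lists in each TET2-WT and TET2-S97E library, by clone. Points are libraries and lines are means of the 2 libraries of a clone; for myogenic regulators, sarcomere genes and cholesterol biosynthesis every TET2-S97E point lies above every TET2-WT point, and for mitosis a library of TET2-S97E clone 1 lies below the points of TET2-WT clone 1.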

To further determine the effect of the S97E mutation on the expression of muscle differentiation-related genes, we examined the expression of *Myod1*, *Myog*, *Pax7* by RT-qPCR in two independent TET2-S97E and TET2-WT clones, respectively. The results showed that the expression of *Pax7*, *Myod1* and *Myog* was increased in TET2-S97E cells (Fig. 6c). Also, MHC expression was restored in TET2-S97E cells, albeit not to the levels of the wild-type cells, when cells were subjected to differentiation (Fig. 6d). The S97E mutation could not single-handedly rescue the differentiation defect of the AMPK-null C2C12 cells, as indicated by the still diminished level of MHC, and abnormal morphology of TET2-S97E cells at differentiation day 8 (Additional file 1: Figs. S7 and S8). Nonetheless, the increase in the expression of myogenic regulatory factors (MRF), especially in *Pax7*, is quite significant, which indicates that AMPK-mediated TET2 phosphorylation plays a vital role in myogenesis.

**Fig. 6:**
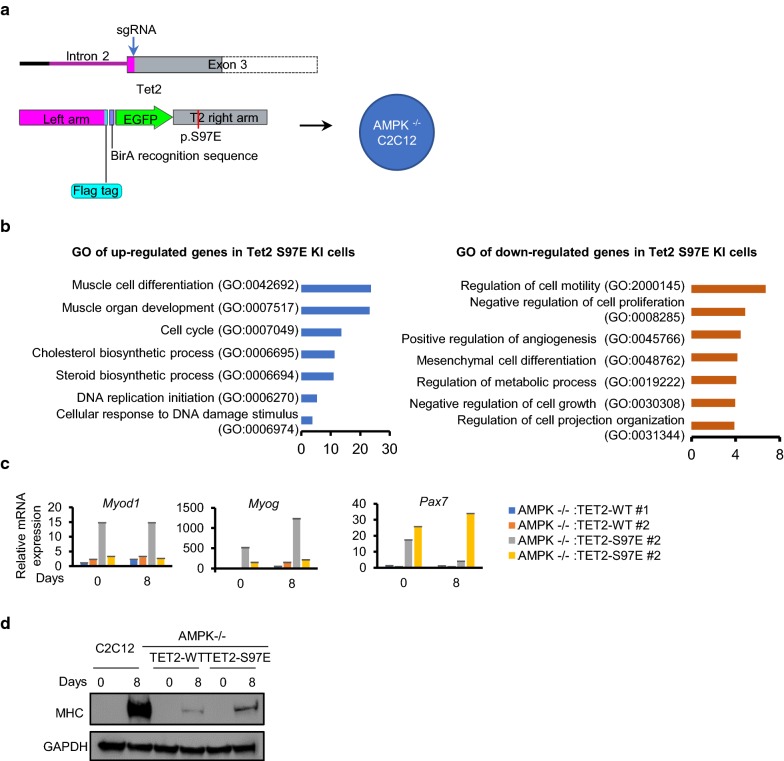
S97E mutation of TET2 partly rescues the differentiation defect of the AMPK-/- C2C12 cells. **a** The strategy for knocking in (KI) the p.S97E mutation of TET2 in AMPK-/- C2C12 cells. Upper panel: the target region. Lower panel: the HDR (homology-directed repair) donor. The c.289A > G;290G > A;291T > G mutation (red line) was introduced into the 3′ arm of exon 3 of the mouse TET2 gene to encode the phosphor mimic (serine-97-glutamic acid, S97E) of TET2. **b** Gene ontology (GO) analysis of differentially expressed genes (DEGs) between AMPK-/-:FLAG-BirA-TET2-S97E (TET2-S97E) and AMPK-/-:FLAG-BirA-TET2-WT (TET2-WT) C2C12 cells. **c** *Myod1*, *Myog* and *Pax7* mRNA contents were detected by RT-qPCR. Results of two independent C2C12 clones of AMPK-/-:FLAG-BirA-TET2-S97E (TET2-S97E) and AMPK-/-:FLAG-BirA-TET2-WT (TET2-WT) are shown. **d** Increased myosin heavy chain (MHC) expression after eight days induction of differentiation in AMPK-/-:FLAG-BirA-TET2-S97E (TET2-S97E) cells compared to AMPK-/-:FLAG-BirA-TET2-WT (TET2-WT) cells. Representative Western blot results are shown

## Discussion

TET proteins are subject to substantial post-translational modifications (PTMs) [9, 31]; recent studies have started to elucidate the enzymes catalyzing these PTMs and their functions. For example, O-GlcNAc transferase (OGT) catalyzes the glycosylation of TET protein and affects gene transcription [32–35]. Monoubiquitylations of TET proteins by the E3 ubiquitin ligase complex CLR4(VprBP) result in enhanced binding of the TET protein to chromatin [36]. The acetylation of TET2 at the K110 residue by P300 enhances the enzymatic activity of TET2, while inhibiting the ubiquitination-mediated degradation of TET2 [18]. When this work was nearing completion, Wu et al. reported that AMPK phosphorylates human TET2 at S99, the same site as S97 in mouse TET2. They demonstrated that phosphorylation at S99 stabilizes TET2 by protecting it from calpain-mediated degradation, thereby elevates the level of 5hmC. They found that peripheral blood mononuclear cells (PBMCs) from patients with diabetes have lower levels of pAMPK, TET2pS99 and TET2 than healthy donors. Significantly, they demonstrated that TET2 is involved in glucose-modulated tumor growth, and AMPK activator metformin suppressed tumor growth partly by altering global 5hmC, through phosphorylating TET2 by AMPK [37].

Our results suggested that TET2 is probably degraded through multiple pathways, including the ubiquitin–proteasome pathway, and the calpain-mediated pathway. Our data indicated that 14-3-3ß binds to the S97-phosphorylated form of TET2, and S97A mutation abolishes the binding. Binding of 14-3-3ß to TET2 increased TET2 stability. However, the binding could have other effects on TET2, such as altering its localization, conformation and activity, which needs to be further examined. To be noted, the interaction between TET2 and OGT [32–34] remains intact in AMPK-null cells.

A striking finding of our study is that knockout of AMPK resulted in total loss of *Pax7* expression in C2C12 cells. PAX7, as a marker of adult muscle stem cells (MuSCs, also known as satellite cells) [38], is a transcription factor involved in the specification and maintenance of MuSCs. PAX7 binds to the promoters/enhancers of myogenic regulatory factors (MRFs), such as *Myod1* [39], *Myf5* [40] and *Myog* [41], to activate/prime their transcription in cultured myogenic cells. Mechanistically, PAX7 was proposed to work as a pioneer transcription factor to bind its targeted enhancers, triggering chromatin opening and DNA demethylation [41–43]. Therefore, it is possible that the differentiation defect may be mainly caused by the total loss of expression of *Pax7* in AMPK-deficient C2C12 cells.

Little is known about the transcriptional regulation of *Pax7* [44], and the enhancers for *Pax7* have not been fully characterized. Lang et al. generated three transgenic *LacZ* reporter mouse lines driven by 4 kb or 10 kb of genomic DNA upstream of the *Pax7* TSS, or the 4 kb of genomic DNA plus intron 1 genomic sequence. All these transgenic mice could not fully recapitulate the *Pax7* expression pattern during mouse development, conferring primarily neural expression instead [45], suggesting unknown enhancers for *Pax7* expression in MuSCs. Recently, Tichy et al. inserted the EGFP coding sequence in-frame immediately downstream of the first exon of *Pax7* based on a bacterial artificial chromosome, which contains continuous DNA sequence 81 kb upstream to 34 kb downstream of the *Pax7* locus. The resulting transgenic *Pax7EGFP* mouse recapitulates the expression of *Pax7* in MuSCs [46]. Our study demonstrated for the first time that a 6-kb region in the intron 7 of *Pax7* carried characteristics of an active enhancer, knockout of the region in C2C12 cells led to a significant down-regulation of *Pax7* expression, indicating that it is indeed an enhancer regulating *Pax7* in myoblasts.

Several previous studies have suggested the involvement of AMPK in the regulation of *Pax7* expression, but the results are somewhat conflicting. Theret et al. [47] reported that AMPKα1 deficiency in adult muscle stem cells (MuSCs) resulted in an increased number of PAX7-positive cells. In contrast, Fu et al. [48] reported that knockout of *AMPKα1* in MuSCs led to fewer PAX7-positive cells. Because of the dominant expression of *AMPKα1* in MuSCs, both studies only knocked-out *AMPKα1* in MuSCs. However, two paralogs exist for the AMPK α subunits, which compensates each other [49–52]. In this study, we showed double knockout of *AMPK α1* and *α2* in C2C12 led to an almost total loss of *Pax7* expression. Apparently, additional studies are needed to fully characterize the role of AMPK in the regulation of *Pax7* in MuSCs using AMPK α1 and α2 double-knockout animal models.

Dynamic changes in methylome occur during myogenesis and skeletal muscle adaption to various physiological conditions [53–55]. In this study, quantification of 5-hydroxymethylcytosine (5hmC) by LC–MS/MS revealed that 5hmC level increased during C2C12 myoblasts differentiation, validating a previous observation obtained by an immunostaining method [56]. We propose that the increase in 5hmC is partly due to the increased stability of phosphor-TET2 catalyzed by AMPK. Accumulated evidence suggests that metabolic signals play critical roles in shaping epigenome because many metabolites serve as substrates, cofactors or inhibitors of epigenetic modifying enzymes [57, 58]. Also, AMPK phosphorylates numerous downstream targets in responding to a variety of signals [10, 59]. Hence, other pathways might also contribute to the down-regulation of *Pax7* and severe differentiation defects in AMPK-null C2C12 cells. Considering AMPK phosphorylates FOXO3 and activates FOXO3’s transcriptional activity, it is plausible that AMPK regulates *Pax7* through the AMPK-FOXO3-NOTCH pathway [60]. However, the fact that the phospho-mimic form of TET2 partially rescued the phenotypes of AMPK-null C2C12 cells strongly argues that AMPK-mediated TET2 phosphorylation plays a critical role in myogenesis.

## Conclusions

Our findings demonstrate that AMPK acts on the epigenome (DNA methylation), partly through phosphorylating TET2, plays a crucial role in myogenesis. Notably, through regulating the methylation status of a novel enhancer of *Pax7*, AMPK is indispensable in maintaining the expression of *Pax7* in myoblasts. Whether AMPK has the same effect in MuSCs as in myoblasts requires further study. Nonetheless, our data presented here clearly demonstrated the importance of AMPK in myogenesis and revealed a potential mechanism for how AMPK alters epigenome. Reduced physical activity, aging, obesity and a variety of diseases including diabetes can lead to muscle atrophy, probably by affecting AMPK [61]. Hence, targeting AMPK has great potential to treat muscle atrophy.

## Methods

### Plasmids and Cloning

FH-Tet2-pEF was a gift from Anjana Rao (Addgene plasmid # 41710; http://n2t.net/addgene:41710; RRID:Addgene_41710). TET2 fragments were sub-cloned by PCR into the PET102 TOPO plasmid (Invitrogen) for bacterial expression. pX330-U6-Chimeric_BB-CBh-hSpCas9 was a gift from Feng Zhang (Addgene plasmid # 42230; http://n2t.net/addgene:42230; RRID:Addgene_42230). pEBG‐AMPKα1(1‐312) was a gift from Reuben Shaw (Addgene plasmid # 27632; http://n2t.net/addgene:27632; RRID:Addgene_27632). pcDNA3-myc3-14-3-3 Beta was a gift from Yue Xiong (Addgene plasmid # 19957; http://n2t.net/addgene:19957; RRID:Addgene_19957). Point mutations were introduced into the donor construct using the Quick Change II XL Site-Directed Mutagenesis Kit (Stratagene, CA).

### Recombinant protein purification

Escherichia coli BL21 (DE3) cells harboring the expression construct (pET102/D-TOPO vector) which encode the N-terminus of mouse TET2 (aa1-181) were grown in Luria–Bertani (LB) broth at 37 °C with vigorous shaking until the O.D.600 reaches 0.6. Isopropyl–D-thiogalactopyranoside (IPTG) was added to achieve a final concentration of 1 mM, and the culture was kept at 37 °C for 5.5 h with vigorous shaking. Cells were harvested, suspended in lysis buffer (NPI-10) containing lysozyme (1 mg/ml) and benzonase nuclease (3 units/ml culture volume) on ice for 30 min, and then centrifuged at 12,000 × *g* for 15–30 min at 4 °C. The supernatant was purified using Ni–NTA spin column (QIAGEN #31314). His-tagged purified recombinant wild-type TET2, or TET2 mutant (S97A) was used in the AMPK kinase assay.

### In vitro kinase assay and mass spectrometric analysis

Wild-type or S97A mutant form of recombinant His-tagged mouse TET2 protein (aa1-180) was incubated with AMPK A1⁄B1⁄G1 recombinant human protein (Thermo Fisher Scientific, PV4672) in the kinase reaction buffer: 50 mM Tris (pH 8.0), 10 mM MgCl2, 1 mM DTT, 1 mM EDTA, 0.3 mM NaCl and AMP (200 μM), with or without ATP (100 μM), at 30 °C for 1 h. The reaction was terminated with 2 × SDS buffer, separated by SDS-PAGE and subjected to Western blotting to detect TET2 phosphorylation using a phosphor-specific TET2 at Ser 97 (pTET2-S97) antibody, which was custom-made in this study. The reaction was also subjected to liquid chromatography–tandem mass spectrometry (LC–MS/MS) analysis to detect phosphorylation sites of TET2 at the Proteomics Core of the Faculty of Health and Science, the University of Macau.

### Western blot analysis and Immunoprecipitation

Cells were lysed in ice-cold lysis buffer (50 mM HEPES at pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 10 mM pyrophosphate, 10 mM glycerophosphate, 50 mM NaF, 1.5 mM Na3VO4, 1 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM dithiothreitol (DTT), protease inhibitor cocktail (Roche)) for 30 min and centrifuged at 12000 rpm for 15 min at 4 °C. For western blot analysis, an equal volume of 2 × Laemmli sample buffer was added to protein lysates and then heated up to 99 °C for 10 min for denaturing. Proteins were separated with SDS-PAGE electrophoresis, blotted onto nitrocellulose membranes (PALL). The membranes were blocked for 1 h at room temperature using 5% milk in PBST, and incubated with primary antibodies (Additional file 1: Table S3) overnight at 4 °C. The membranes were washed three times for 10 min each with PBST and incubated with the horseradish peroxidase (HRP) conjugated secondary antibodies in blocking buffer at room temperature for 1 h. The membranes were then washed three times for 5 min each with PBST, reacted with chemiluminescence reagents (Pierce™ ECL Western blotting substrate, Thermo Scientific), and the hybridization signals were captured using the iBright CL1000 imaging systems (ThermoFisher Scientific). For immunoprecipitation, the protein lysates were incubated with SureBeads™ protein G or A magnetic beads (Bio-Rad) for 1 h at 4 °C with gentle agitation to clear the lysates. The beads were collected with a magnetic rack then discarded. Cleared lysates were incubated with 1–3 µg antibodies overnight at 4 °C with gentle rotation. Magnetic beads were blocked with BSA for 1 h and washed twice in PBS, then added into the lysates. The lysate–beads mixture was then incubated for 4 h at 4 °C with gentle rotation. The pellet was collected and washed three times with BC300 buffer (20 mM Tris [pH 8], 0.3 M KCl, 10% glycerol, 1 mM EDTA, 1 mM dithiothreitol [DTT], 0.1% NP-40 plus proteinase inhibitors) and one time with BC100 buffer (20 mM Tris [pH 8], 0.1 M KCl, 10% glycerol, 1 mM EDTA and 1 mM DTT plus proteinase inhibitors). 2 × Laemmli sample buffer with β-mercaptoethanol was added to the pelleted beads, boiled for 8 min and analyzed using Western blotting.

### Cell culture, transfection and differentiation

Unless otherwise stated, cells were cultured at 37 °C in DMEM supplemented with 10% fetal bovine serum (Invitrogen) in an incubator with 5% CO2. For glucose starvation, cells were washed twice with 1 × PBS and then incubated in glucose- and pyruvate-free DMEM (Invitrogen) supplemented with 10% FBS. C2C12 cells were transfected using lipofectamine 2000 reagent (Invitrogen) or the 4D-Nucleofector™ System (Lonza) according to manufacturer’s instructions. HEK293T cells were transfected with polyethylenimine (PEI) in a 1:3 ratio (1 μg DNA : 3 μl PEI [1 mg/ml]). For in vitro differentiation, fully confluent C2C12 cells were washed twice with 1 × PBS and then subjected to differentiation in DMEM supplemented with 2% equine donor serum (Hyclone). Cells were harvested for RNA, DNA or protein extraction at desired time points.

### Stable cell lines

*Generation of AMPK knockout C2C12 cells* The CRISPR/Cas9 system was used to generate AMPKα1 and α2 knockout C2C12 cells. For knocking-out *AMPKα1* (*Prkaa1*), CRISPR/Cas9 knockout plasmid (sc-430618) and homology-directed repair (HDR) plasmid (sc-430618-HDR) from Santa Cruz were used. For knocking-out *AMPKα2* (*Prkaa2*), a previously published guide RNA sequence targeting exon 4 of *AMPKα2* (*Prkaa2*) was used [19]. Cells were transiently transfected with pX330 vectors containing guide RNAs along with a vector encoding puromycin resistance using the lipofectamine 2000 transfection reagent (Invitrogen #11668019). Two days after transfection, the cells were selected with 2 μg/ml puromycin for 48 h. Viable clones were grown to a larger size and picked up for Western blot analysis or sequencing.

*Knocking in the S97E mutation at the endogenous TET2 locus in C2C12 cells* The S97E mutation along with Flag-BirA tag was knocked-in at the endogenous TET2 locus through CRISPR-Cas9-mediated homologous recombination, whereas the same Flag-BirA tag was knocked-in at the N-terminus of endogenous TET2 locus in the same background to serve as a control. The homology-directed repair (HDR) donor construct containing the expression cassette of green fluorescent protein (GFP) and Flag-BirA tag, and a sgRNA construct targeting exon 3 of *Tet2* are gifts from Bing ZHU (Institute of Biophysics, Chinese Academy of Sciences) [62]. The S97E mutation was introduced into the donor construct using the Quick Change II XL Site-Directed Mutagenesis Kit (Stratagene, CA). Correct insertions were examined by PCR. Clones with biallelic insertions were kept, and the mutation was further validated by direct sequencing.

*Knocking*-*out the putative enhancer of Pax7 in C2C12 cells* To knock out the Pax7 enhancer, the CRISPR/Cas9 system was used with guide RNAs targeting the 5′ end (gRNA1, gRNA2) and 3′ end (gRNA3, gRNA4) of the Pax7 enhancer. C2C12 cells were transiently transfected with a mixture of pX330 vectors containing the gRNAs along with a vector encoding puromycin resistance using the lipofectamine 2000 transfection reagent (Invitrogen #11668019). Two days after transfection, the cells were selected with 2 μg/ml puromycin for 24 h. The cells were then subcultured at a low density allowing for individual clones to grow up. Clones with enhancer deletions were screened by PCR followed by gel electrophoresis. The enhancer deletion was further validated by direct sequencing.

### Immunofluorescence staining

Cells were seeded on coverslips coated with gelatin at an appropriate density. Cells were fixed by 4% paraformaldehyde for 10 min at room temperature and permeabilized with 0.2% Triton X-100 in PBS for 10 min at room temperature and blocked with the blocking buffer (1X PBS, 0.2% Triton, 3% BSA) for 30 min. Cells were then incubated with the primary antibody for 2-3 h at room temperature, washed three times with 0.2% Triton X-100 in PBS, then incubated with fluorescence-labeled secondary antibodies (Invitrogen, 1:500 dilution) for 30 min at room temperature and rewashed three times. A drop (10 μL) of VECTASHIELD antifade mounting medium containing 4′,6′-diamidino-2-phenylindole (DAPI) (Vector labs, H-1200) was added on a labeled microscope slide. The coverslip was then placed on the drop, observed and photographed under the Carl Zeiss LSM 710 confocal fluorescence microscope.

### RNA isolation and real-time PCR

Total RNA was isolated using RNeasy Mini kit (Qiagen). For the real-time RT-PCR, 1 μg RNA was reverse transcribed into cDNA in a 20-μL reaction using the PrimeScript™ RT Reagent Kit with gDNA Eraser (Takara). 1-μL diluted cDNA (20 ng) was used for real-time PCR in a 10-μL reaction consisted of 5-μL iTaq™ Universal SYBR^®^ Green Supermix (Bio-Rad), 1-μL (0.5 μM) gene-specific primers and water. Quantitative real-time PCR was performed in the CFX96 Real-Time Detection System (Bio-Rad), and reaction conditions were: 95 °C for 3 min, then followed by 40 cycles of denaturation at 95 °C for 5 s and annealing/extension at 60 °C for 30 s. Relative mRNA levels were calculated by normalizing to 18 s RNA or GAPDH mRNA. Primers used are described in Additional file 1: Table S4.

### DNA isolation

Cells were first resuspended in cell lysis buffer (20 mM Tris–HCl, 5 mM EDTA, pH 8.0), RNase and sodium dodecyl sulfate (SDS) were added afterward to a final concentration of 25 μg/ml and 0.125%, respectively, and the mixture was incubated at 37 °C for 5 h. Proteinase K was then added to a final concentration of 500 μg/ml followed by 8 h incubation at 65 °C. An equal volume of phenol–chloroform (1:1) was added, and the top aqueous phase was recovered. After that, 5 M NaCl was added to reach a final concentration of 0.4 M. The DNA was precipitated by adding 2 volumes of ethanol, washed twice with 70% ethanol and dissolved with ultrapure water.

### Liquid chromatography–mass spectrometry (LC–MS/MS) analysis of 5mC and 5hmC

Quantitative measurement of the absolute contents of 5mC and 5hmC by LC–MS/MS was performed as described previously [62]. Briefly, genomic DNA was digested into single nucleosides using DNase I, calf intestinal phosphatase and snake venom phosphodiesterase I. LC–MS/MS analysis was performed using G6410B triple quadrupole mass spectrometer with Agilent 1290 LC system (Agilent Technologies, CA). The frequency of 5mC and 5hmC was calibrated by spike-in standards of stable isotopic 5mC and 5hmC, respectively.

### Methylated DNA immunoprecipitation (MeDIP)

Genomic DNA was isolated by phenol–chloroform extraction as previously described. The MeDIP assay was carried out as recommended by the methylated DNA immunoprecipitation (MeDIP) kit (Abcam #ab117133). In brief, genomic DNA was sonicated to 200- to 600-bp. A total of 1 μg of the purified DNA fragments was used for the MeDIP reaction. MeDIP were performed with 1 µL of non-immune IgG or 1 µL of 5mC antibody (Abcam). The DNA was released by treatment with proteinase K and further purified for the library DNA preparation.

### MeDIP-Seq and RNA-Seq

Following 5mC MeDIP, MeDIP DNA libraries were generated according to the manufacturer’s instructions (NEB #E7645). Briefly, adaptor-ligated DNA was subjected to size selection using NEB Next Sample Purification Beads. Adaptor-ligated DNA was then subjected to PCR enrichment with adaptor primers for 10–12 cycles and then quantified using the Agilent 2100 Bioanalyzer (Agilent). The resulting DNA libraries were subjected to paired-end sequencing using the Illumina HiSeq 2000 platform (Illumina). For RNA-seq, total RNA was isolated according to the RNA extraction protocol of the Rneasy Mini kit (Qiagen). The constructed RNA-seq libraries were subjected to quality and purity check using Agilent 2100 Bioanalyzer (Agilent) and sequenced using the Illumina HiSeq 2000 platform in a 2 × 150 bp paired-end (PE) configuration.

### MeDIP-seq data processing and analysis

The quality of raw MeDIP-seq data was assessed with FastQC v0.11.7 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and adaptor sequences were trimmed using Trim Galore v0.4.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), with the stringency parameter set to 5 bp overlap. Reads were mapped to the mouse reference genome (USCS mm10 build) using Bowtie2 v2.3.4.1 [63] with default parameters. Duplicated reads were removed using MarkDuplicates of Picard tools v2.18.5 (http://broadinstitute.github.io/picard), and reads with map Q < 10 were filtered out using Samtools v1.3.1 [64]. To control for artifact signals, reads falling within regions listed on the ENCODE DAC blacklist (https://sites.google.com/site/anshulkundaje/projects/blacklists) were excluded in subsequent analyses.

The distribution of 5-mC was quantified by counting and normalizing mapped reads in each 50 bp bin with RPKM (reads per kilobase per million) using the “bamCoverage” function of Deeptools v3.0.2 [65]. Metagene profiles of 5-mC coverage around gene region and enhancer were plotted using the “computerMatrix” and “plotProfile” functions of Deeptools by mapping coverage data to the ± 2.5 kb region flanking the gene region (from TSS to TTS, scaled to 5 kb) or enhancer center at a resolution bin size of 50 bp. The coordinates of NCBI curated RefSeq genes (mm10) were downloaded from the UCSC Table Browser (https://genome.ucsc.edu/cgi-bin/hgTables) [66]. Enhancer regions for C2C12 myoblast and myotube were downloaded from Blum et al. [25] and converted to mm10 coordinates using the UCSC Tools—LiftOver (https://genome.ucsc.edu/cgi-bin/hgLiftOver).

Differentially methylated regions (DMR) in AMPK-KO with respect to WT were identified using the R-Bioconductor package—MEDIPS v1.30.0 [67] with an edgeR *p* value threshold of 0.05. The DMRs were then annotated with genomic features using the “annotatePeak” programme in HOMER v4.10 [68].

### RNA-seq data processing and analysis

The quality of sequencing reads was checked by FastQC, and Trim Galore was used to detect adapter contaminations at paired-end mode. Reads overlapping with adaptor sequences for at least 3 bp were trimmed, and low-quality reads were removed, keeping only reads longer than 36 bp. The cleaned reads were aligned to mouse reference genome GRCm38 (mm10) using STAR v2.5.3a [69] in a basic two pass mode for paired-end reads with the below parameters: –outReadsUnmapped None, –chimSegmentMin 12, –alignIntronMax 100000, –ChimSegmentReadGapMax parameter 3, –alignSJstitchMismatchNmax 5-1 5 5.

Gene expression was quantified using featureCounts v1.5.3 [70] with gene annotations (Release M12) downloaded from the GENCODE database [71]. Raw gene count was then normalized to TPM for expression comparisons between samples. For differential analysis, differentially expressed (DE) genes were identified using the R package—DESeq 2 v1.18.1 [72] with an adjusted p value threshold of 0.05. DE genes were functionally annotated with gene ontology (GO) using Metascape 3.0 (http://metascape.org).

## Additional files

**Additional file 1.** **Fig. S1.** SDS-PAGE analysis of the recombinant N-terminus of murine TET2 (aa 1-181) and its mutant. **Fig. S2.** AMPK knockout impaired the differentiation of C2C12 cells. **Fig. S3.** Gene ontology analysis of upregulated genes between AMPK-KO and wild-type C2C12 cells at myoblast- (differentiation d0, A) or myotube- stage (differentiation d8, B). **Fig. S4.** Increased DNA methylation at a potential intragenic enhancer of Pax7. **Fig. S5.** CRISPR/Cas9-mediated deletion of the Pax7 intragenic enhancer in C2C12 cells. **Fig. S6.** Knocking in (KI) the pS97E mutation of Tet2 in AMPK-/- C2C12 cells. **Fig. S7.** S97E mutation of TET2 partly rescues the differentiation defect of the AMPK-/- C2C12 cells. **Fig. S8.** Increased myosin heavy chain (MHC) expression in AMPK-/- C1C12 cells rescued with TET2 harboring S97E. **Table S1.** ELISA analysis of pTET2 [Ser99 (h); Ser97(m)] antibodies*. **Table S3.** Antibodies. **Table S4:** Primers and Oligos.

**Additional file 2.** **Table S2.** Peaks of Histone marks at the mouse Pax7 locus* (Excel file).

## Data Availability

All sequencing data are deposited in the Gene Expression Omnibus (GEO) database under the Accession number GSE126371.

# Supplementary material for: Phosphorylation of TET2 by AMPK is indispensable in myogenic differentiation
**Source:** Epigenetics Chromatin. 2019 Jun 4;12:32. doi: 10.1186/s13072-019-0281-x

## **Additional file information**

### **Phosphorylation of TET2 by AMPK is indispensable in myogenic differentiation**

**Ting Zhang<sup>1,2</sup>, Xiaowen Guan<sup>1,2</sup>, Un Lam Choi<sup>1,2</sup>, Qiang Dong<sup>3</sup>, Melody M. T. Lam<sup>1,2</sup>, Jianming Zeng<sup>1,2</sup>, Jun Xiong<sup>3</sup>, Xianju Wang<sup>1,2</sup>, Terence C.W. Poon<sup>1,2</sup>, Hongjie Zhang<sup>1,2</sup>, Xuanjun Zhang<sup>1,2</sup>, Hailin Wang<sup>5</sup>, Ruiyu Xie<sup>1,2</sup>, Bing Zhu<sup>3,4</sup>, Gang Li<sup>1,2\*</sup>**

#### **Contents:**

Additional Figures S1-S8

Additional Tables (Table S1-S4)

Full Length Gels and Blots

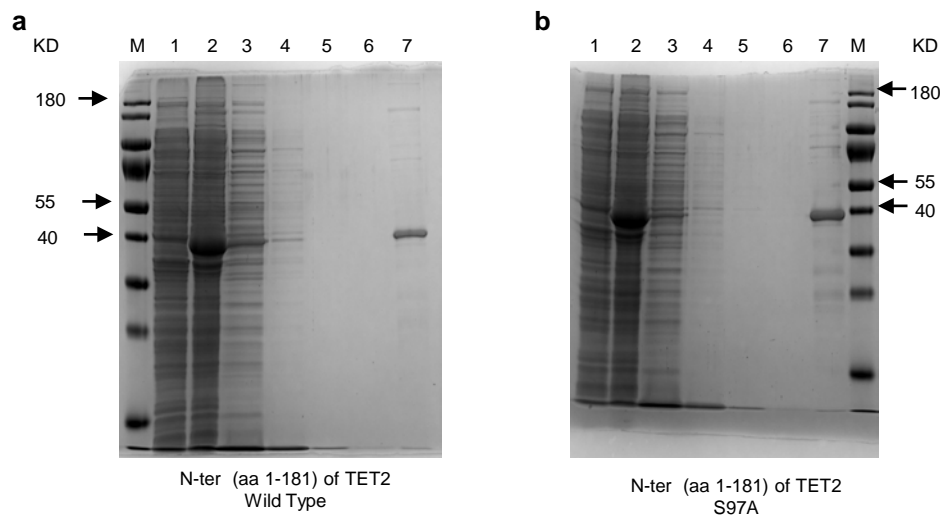

**Figure S1**

**SDS-PAGE analysis of the recombinant N-terminus of murine TET2 (aa 1-181) and its mutant.** **a & b**, Lane1, 500  $\mu$ l bacteria (BL21) before induction of protein expression were pelleted by centrifugation and lysed in 60  $\mu$ l 1  $\times$  SDS sample buffer; 10  $\mu$ l was loaded; Lane 2, protein expression was induced with 0.1 mM IPTG at 37  $^{\circ}$ C for 5.5 h, bacteria were lysed with the NPI-10 lysis buffer (Qiagen); Lane 3, first flow through; Lane 4, first wash; Lane 5, second wash; Lane 6, third wash; Lane 7, purified wild-type or S97A mutant recombinant TET2 (aa 1-181). M, protein molecular weight markers. The gel was stained with Coomassie Blue R-250.

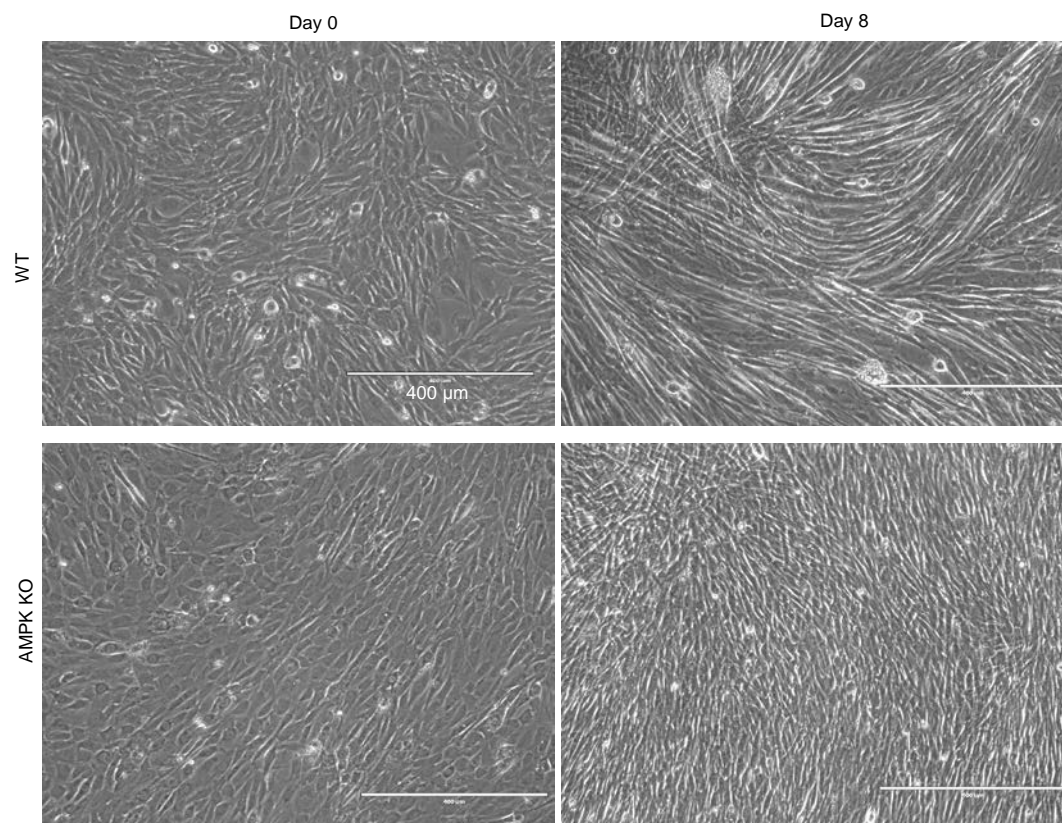

**Figure S2**

**AMPK knockout impaired the differentiation of C2C12 cells.** Shown are phase contrast images of wild-type (WT) and AMPK knockout (KO) C2C12 cells at day 0, or day 8 of differentiation in 2% horse serum.

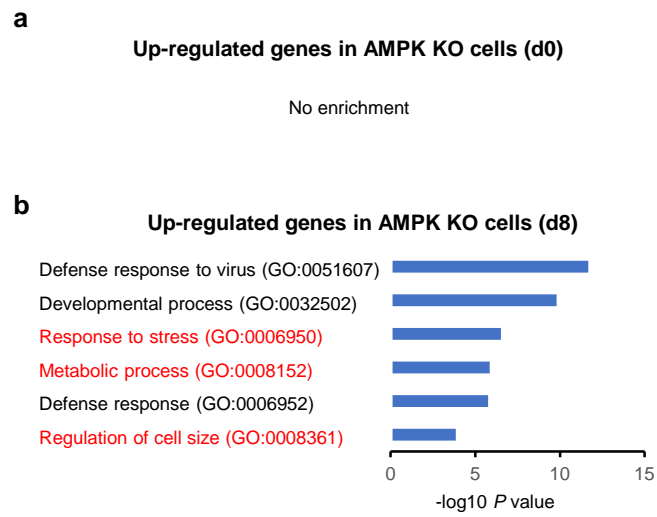

**Figure S3**

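Interferon-stimulated genes were tested as a list, since Fig. S3 names defense against virus among the terms at d8. All 32 genes tested were higher in AMPK-KO than in WT cells at d8, with a median log2 fold change of 2.93, or 2.62 with the genes at the detection floor set to their bounds (adjusted p = 5.0e-08 from camera). The call did not hold under fry (adjusted p = 0.351 from fry) or with an estimated correlation (adjusted p = 0.706 from camera). Over all genes 2 were called, *Ifi35* (log2 fold change 1.64, adjusted p = 0.0439 from edgeR's quasi-likelihood test) and *Ifit1*, and adjusted over the list alone 24 were. One library carried most of this value. The list's median log2(CPM + 0.5) was 6.18 in AMPK-KO d8 replicate 1 and 2.38 in replicate 2, and *Irf7* had 1982 and 63 counts there against 19 and 21 in WT cells. Without AMPK-KO d8 replicate 1, the median log2 fold change was 0.54. At d0 the list's median was −0.26 (adjusted p = 0.838 from camera). Genes of DNA replication initiation had a median of 0.70 at d8 (adjusted p = 0.0016 from camera, 0.351 from fry), which became 0.18 without AMPK-KO d8 replicate 1, and of 0.32 at d0 (adjusted p = 0.0189 from camera, 0.527 from fry). Of these 27 genes, 1 was called at d8, and 4 were adjusted over the list alone. Mitosis genes had a median of 0.57 at d8 (adjusted p = 0.0035 from camera, 0.524 from fry), which became −0.12 without AMPK-KO d8 replicate 1, and −0.069 at d0 (adjusted p = 0.863 from camera).

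At d0, the 100 genes higher in AMPK-KO cells were led by *Cldn34b1* (at least 14.1-fold higher), *Gm2381* (at least 57.6-fold higher), *Gm44997* (at least 3.33-fold higher), *Gabrb2* (at least 31.3-fold higher) and *Sh2d1b1*, in the order of the fitted values. *Sh2d1b1* changed by 6.01 on the log2 scale (standard error 0.521, adjusted p = 0.0058 from edgeR's quasi-likelihood test). *Gm2381* and *Gm44997* are predicted genes close to each other on chromosome 7, where near-identical copies could share reads. DESeq2 called 381 genes higher at d0, and only 50 were called with the libraries of that day alone. Of 830 Reactome pathways, 47 were higher at d0, and those first in order were of translation, such as translation elongation (median log2 fold change 0.41 over 88 genes, adjusted p = 8.8e-08 from camera). The stress response list had a median of 0.17 at d0 (adjusted p = 0.838 from camera).

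**Figure D4:**
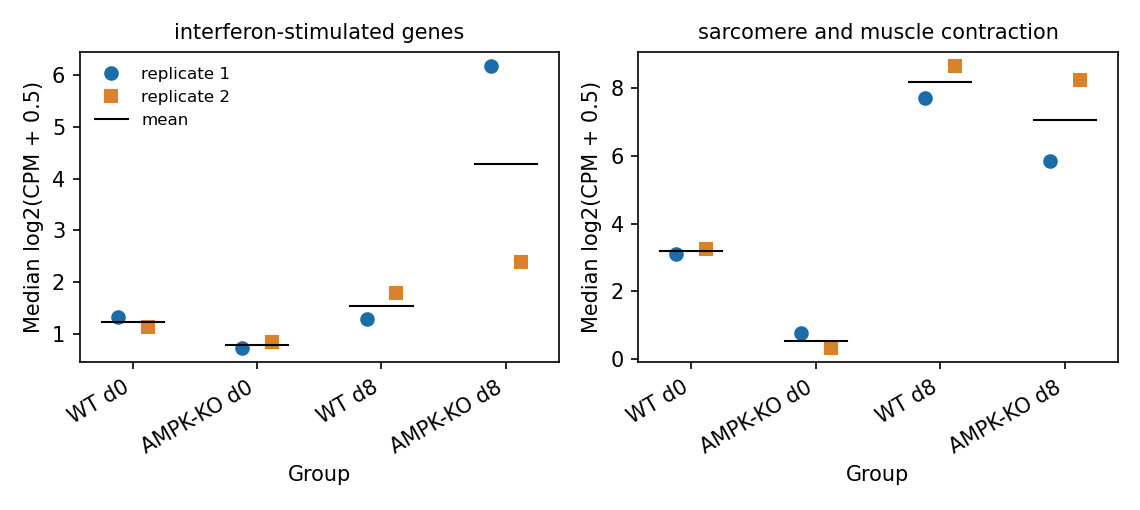
Median log2(CPM + 0.5) of interferon-stimulated genes and of sarcomere and muscle contraction genes in each WT and AMPK-KO library at d0 and d8. Points are libraries and lines are means of 2 libraries; AMPK-KO d8 replicate 1 lies above all other libraries for the interferon-stimulated genes and below the other d8 libraries for the sarcomere genes.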

Gene ontology analysis of up-regulated genes between AMPK-KO and wild-type C2C12 cells at myoblast- (differentiation d0, **a**) or myotube- stage (differentiation d8, **b**).

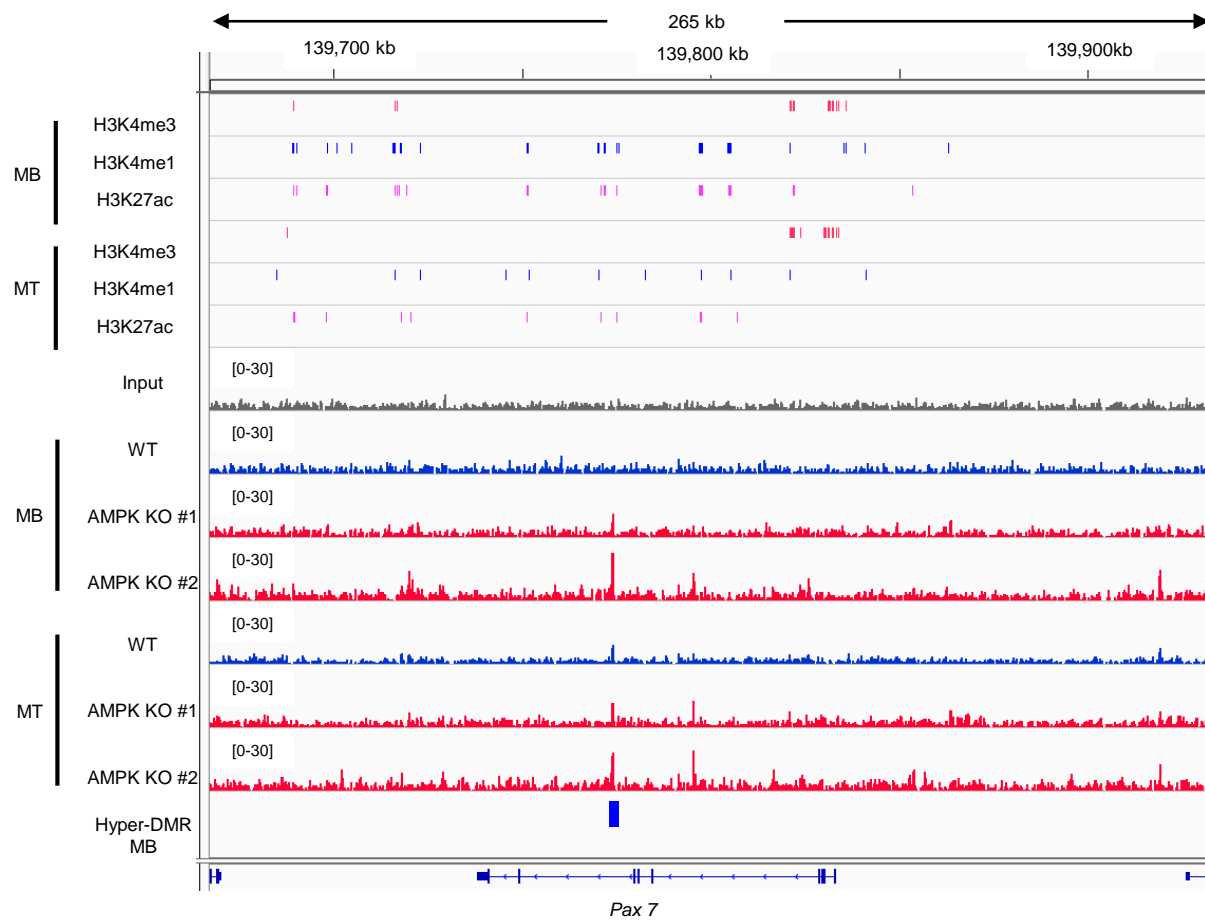

**Figure S4**

Increased DNA methylation at a potential intragenic enhancer of *Pax7*. Normalized MeDIP-Seq tag densities in myoblasts (MB) and myotubes (MT) are shown. Peaks of H3K4me3 (MB: GSM628005; MT: GSM628006), H3K4me1 (MB: GSM1197187; MT: GSM1197187) and H3K27ac (MB: GSM921131; MT: GSM921133) were downloaded through CistromeDB. The myoblast-specific hyper-DMR at the intron 7 of *Pax7* is indicated in blue.

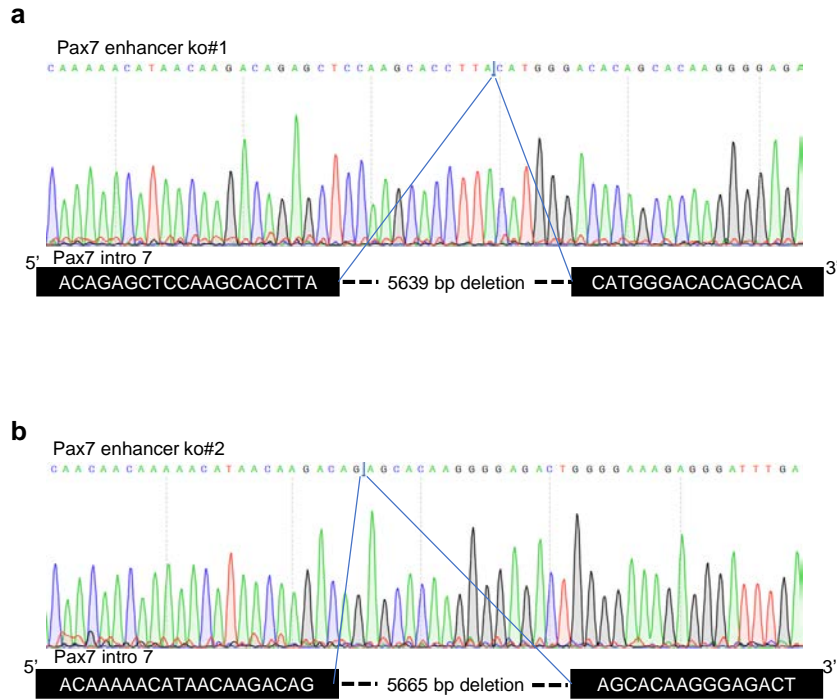

**Figure S5**

**CRISPR/Cas9 mediated deletion of the *Pax7* intragenic enhancer in C2C12 cells. a & b,** The sequencing chromatograms of the region harboring the *Pax7* intragenic enhancer. The results from two independent clones of *Pax7* enhancer knockout are shown. The sequences of PCR products were determined by Sanger sequencing. Dashed lines indicate the deleted genomic regions, 5639 bp and 5665 bp fragments were deleted in clone #1 and clone #2, respectively.

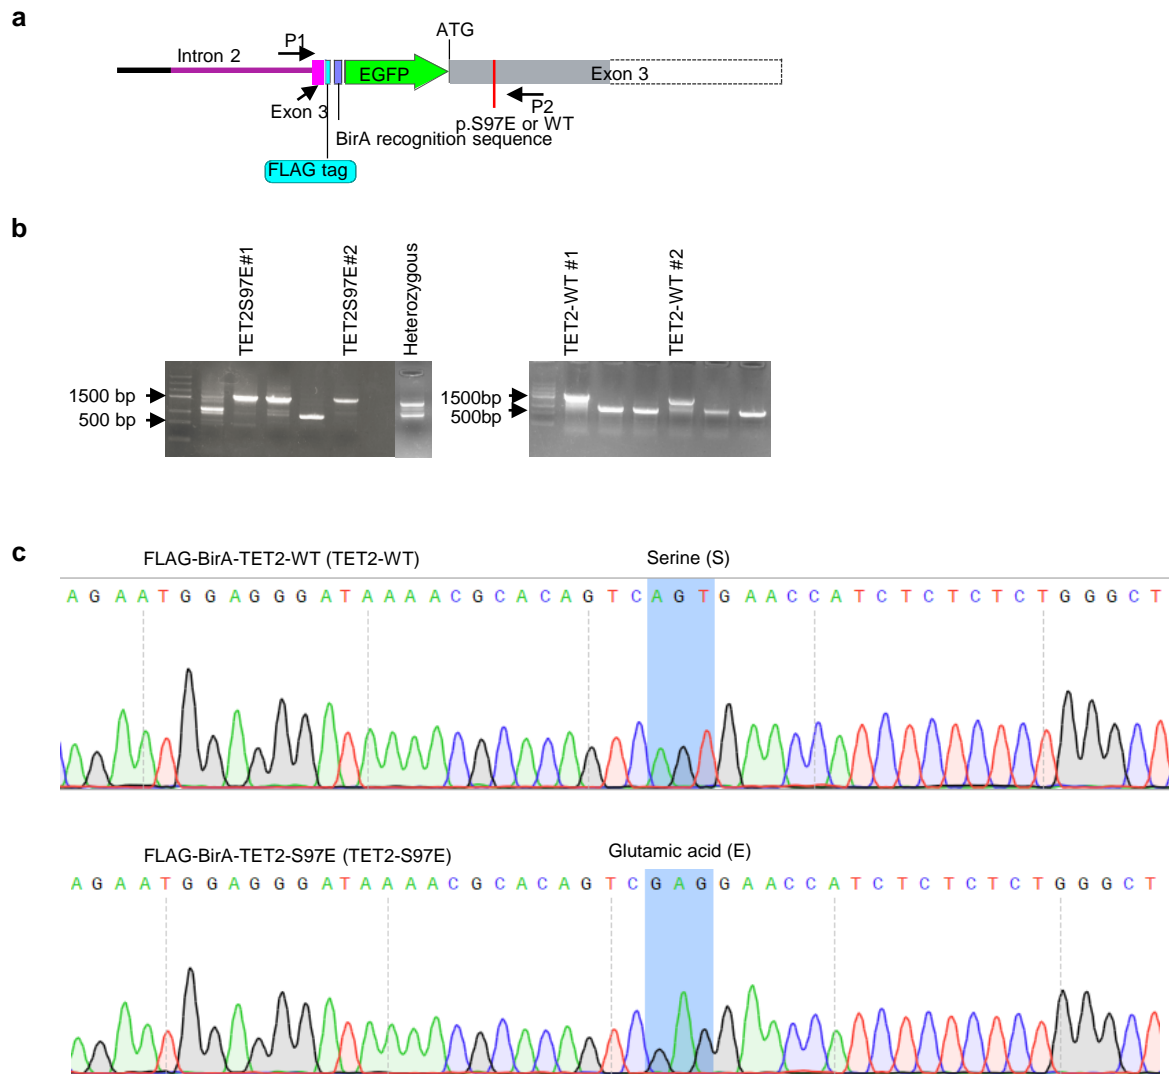

**Figure S6**

**Knocking in (KI) the pS97E mutation of *Tet2* in AMPK<sup>-/-</sup> C2C12 cells.** **a**, A diagram for the knockin allele. The FLAG-BirA tag and enhanced green fluorescent protein (EGFP) coding sequence are inserted into exon 3, in front of the start codon. The 5' homology arm is indicated in purple and 3' homology arm is indicated in grey. The c.289A>G;290G>A;291T>G (pS97E) mutation is indicated by a red line. The primers (P1, P2) used for screening and the start codon are shown. **b**, PCR screening of the homozygous knockin of the pS97E mutation or wild-type *Tet2* at the endogenous locus in AMPK<sup>-/-</sup> C2C12 cells. The expected size of the PCR products from successful knockin clones is 1650 bp. **c**, The sequencing chromatograms of the region harboring the S97 coding site of *Tet2*. The sequences of PCR products were determined by Sanger sequencing.

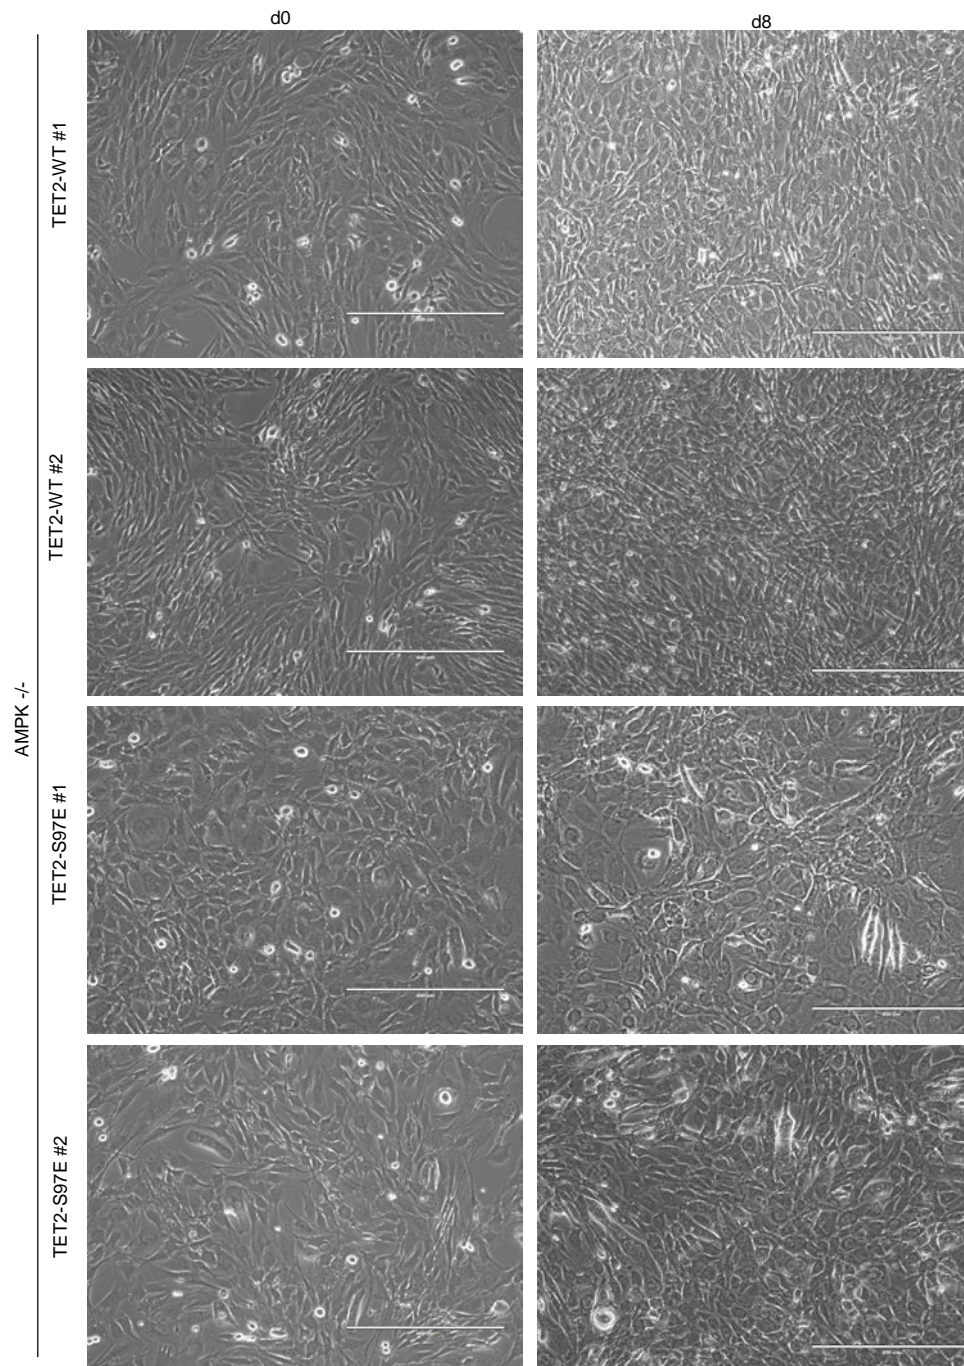

**Figure S7**

**S97E mutation of TET2 partly rescues the differentiation defect of the AMPK<sup>-/-</sup> C2C12 cells.** Shown are phase contrast images of AMPK<sup>-/-</sup>: FLAG-BirA-TET2-Wild Type (TET2-WT) cells and AMPK<sup>-/-</sup>: FLAG-BirA-TET2-S97E (TET2-S97E) cells before differentiation (d0) or, or after 8 days of differentiation in 2% horse serum (d8).

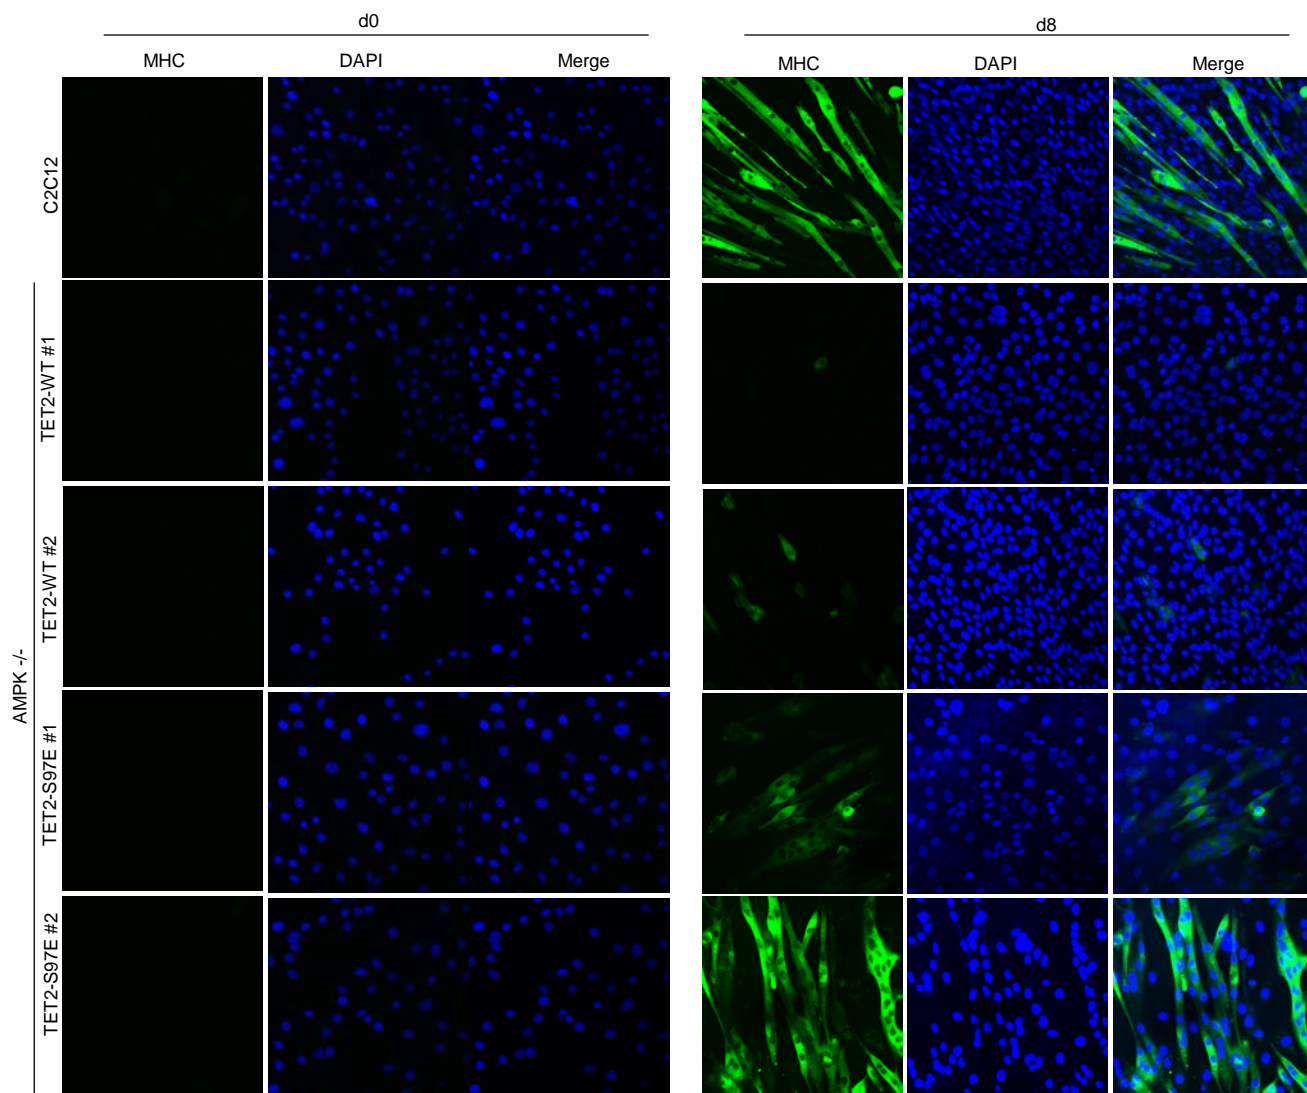

**Figure S8**

**Increased myosin heavy chain (MHC) expression in AMPK<sup>-/-</sup> C1C12 cells rescued with TET2 harbouring S97E.** AMPK<sup>-/-</sup>: FLAG-BirA-TET2-S97E (TET2-S97E) cells and AMPK<sup>-/-</sup>: FLAG-BirA-TET2-Wild Type (TET2-WT) cells were subjected to differentiation in 2% horse serum. MHC was detected by immunofluorescence and the nuclei were stained with 4',6-diamidino-2-phenylindole (DAPI). Two independent clones for each line and the parental C2C12 cells are examined.

**Table S1. ELISA analysis of pTET2 [Ser99 (h); Ser97(m)] antibodies\***

| Antibody            | 1250         | 2500         | 5000         | 10000        | 20000        | 40000        | 80000        | IgG          | Antigen |
|---------------------|--------------|--------------|--------------|--------------|--------------|--------------|--------------|--------------|---------|
| <b>560-1-2-M-R1</b> | <b>3.084</b> | <b>3.077</b> | <b>2.903</b> | <b>2.511</b> | <b>2.274</b> | <b>1.876</b> | <b>1.182</b> | <b>0.064</b> |         |
| 560-1-2-M-R3        | 3.089        | 2.783        | 2.572        | 2.233        | 1.784        | 1.162        | 0.674        | 0.069        | M       |
| 560-1-2-C           | 3.064        | 3.078        | 3.017        | 2.984        | 2.887        | 2.426        | 2.078        | 0.067        |         |
| 560-1-2-M-R1        | 0.164        | 0.133        | 0.102        | 0.083        | 0.075        | 0.07         | 0.072        | 0.073        |         |
| 560-1-2-M-R3        | 0.085        | 0.078        | 0.071        | 0.067        | 0.068        | 0.07         | 0.068        | 0.069        | C       |
| 560-1-2-C           | 3.073        | 2.892        | 2.71         | 2.281        | 1.84         | 1.174        | 0.678        | 0.07         |         |

\*Note: Phospho-specific antibodies against TET2 phosphorylated at Ser99 (h) or Ser97(m) were produced by immunizing rabbits with a phospho-peptide (IKRTV-pS-EPSLSGL), which exists in both of human and murine TET2. As indicated by the enzyme-linked immunosorbent assay (ELISA) results, 56012MR1 possesses the ability to distinguish phosphorylated (M) and non-phosphorylated peptide (C).

**Table S3. Antibodies**

| <b>Antibody Name</b>                      | <b>Supplier and Cat. Number</b> |           |                    | <b>Dilution</b>   | <b>Usage</b>       |
|-------------------------------------------|---------------------------------|-----------|--------------------|-------------------|--------------------|
| AMPK $\alpha$ (D5A2) Rabbit mAb           | Cell                            | signaling | technology no.5831 | 1:1000            | Western blot       |
| Phosphor-AMPK $\alpha$ (Thr 172)          | Cell                            | signaling | technology #2535   | 1:1000            | Western blot       |
| Rabbit anti- ACC                          | Cell                            | signaling | technology #3676   | 1:1000            | Western blot       |
| Phospho-Acetyl-CoA Carboxylase (Ser79)    | Cell                            | signaling | technology #3661   | 1:1000            | Western blot       |
| 14-3-3 (pan)                              | Cell                            | signaling | technology #8312   | 1:1000            | Western blot       |
| Phospho-(Ser) Binding Motif               | 14-3-3                          | Cell      | signaling #9601    | technology 1:1000 | Western blot       |
| GAPDH (D16H11) XP <sup>®</sup> Rabbit mAb | Cell                            | signaling | technology #5174   | 1:5000            | Western blot       |
| Myc-Tag (9B11) Mouse mAb                  | Cell                            | signaling | technology #2276   | 1:1000            | Western blot       |
| Rabbit anti-TET2                          | Abcam                           | #94580    |                    | 1:1000            | Western blot       |
| Anti-6X His tag                           | Abcam                           | #ab18184  |                    | 1:1000            | Western blot       |
| Rabbit anti-OGT                           | Abcam                           | #ab177941 |                    | 1:1000            | Western blot       |
| Anti-Vinculin                             | Abcam                           | #ab18058  |                    | 1:1000            | Western blot       |
| Anti-alpha Tubulin                        | Abcam                           | #ab7291   |                    | 1:1000            | Western blot       |
| $\beta$ -Actin Antibody (C4)              | Santa Cruz                      | #sc-47778 |                    | 1:1000            | Western blot       |
| Myosin Heavy Chain Antibody (MF20)        | R&D                             | #MAB4470  |                    | 1:1000            | Western blot       |
|                                           |                                 |           |                    | 1:100             | Immunofluorescence |

|                                                                       |                                      |         |                  |
|-----------------------------------------------------------------------|--------------------------------------|---------|------------------|
| Mouse anti-TET2                                                       | Active Motif #61389                  | 1:1000  | Western blot     |
| 5-Hydroxymethylcytosine (5-hmC)                                       | Active Motif #39791                  | 1:10000 | Dot blot, hMeDIP |
| 5-Methylcytosine (5-mC) antibody                                      | Active Motif #39649                  | 1:10000 | Dot blot, MeDIP  |
| Anti-FLAG M2- peroxidase (HRP)                                        | Sigma #A8592                         | 1:1000  | Western blot     |
| Mouse anti-FLAG-M2                                                    | Sigma #F1804                         | 1:1000  | Western blot     |
| Rabbit anti-pTET2 (S97)                                               | Custom made                          | 1:1000  | Western blot     |
| Peroxidase-AffiniPure Goat Anti-Mouse IgG (H+L)                       | Jackson Immuno Research #115-035-146 | 1:5000  | Western blot     |
| Peroxidase-AffiniPure Goat Anti-Rabbit IgG (H+L)                      | Jackson Immuno Research #111-035-144 | 1:5000  | Western blot     |
| Peroxidase-AffiniPure Goat Anti-Mouse IgG, Light Chain                | Jackson Immuno Research #115-035-174 | 1:5000  | Western blot     |
| Peroxidase-IgG Fraction Monoclonal Mouse Anti-Rabbit IgG, Light Chain | Jackson Immuno Research #211-032-171 | 1:5000  | Western blot     |
| Peroxidase-AffiniPure Goat Anti-Rabbit IgG, Fc Fragment Specific      | Jackson Immuno Research #111-035-046 | 1:5000  | Western blot     |
| AffiniPure Goat Anti-Mouse IgG, Fcy Fragment Specific                 | Jackson Immuno Research #115-005-071 | 1:5000  | Western blot     |

|                                                                           |                     |       |                    |
|---------------------------------------------------------------------------|---------------------|-------|--------------------|
| Goat anti-Mouse IgG (H+L) Secondary Antibody, Alexa Fluor® 594 conjugate  | Invitrogen #A-11005 | 1:500 | Immunofluorescence |
| Goat anti-Rabbit IgG (H+L) Secondary Antibody, Alexa Fluor® 594 conjugate | Invitrogen #A-11037 | 1:500 | Immunofluorescence |
| Goat anti-Rabbit IgG (H+L) Secondary Antibody, Alexa Fluor® 488 conjugate | Invitrogen #A11034  | 1:500 | Immunofluorescence |
| Goat anti-Mouse IgG (H+L) Secondary Antibody, Alexa Fluor® 488 conjugate  | Invitrogen #A-11001 | 1:500 | Immunofluorescence |

---

**Table S4. Primers and Oligos****1. Oligos used for in vitro mutagenesis**

| Gene name   | Mutation site | Primers | Sequence (5'-3')                            |
|-------------|---------------|---------|---------------------------------------------|
| <i>Tet2</i> | S97A          | Forward | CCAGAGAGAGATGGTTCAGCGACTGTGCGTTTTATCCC      |
|             |               | Reverse | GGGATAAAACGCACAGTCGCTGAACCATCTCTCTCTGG      |
| <i>Tet2</i> | S97E          | Forward | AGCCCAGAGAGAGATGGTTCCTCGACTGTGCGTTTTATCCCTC |
|             |               | Reverse | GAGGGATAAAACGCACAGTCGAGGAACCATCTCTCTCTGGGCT |

**2. Oligos used for CRISPR/Cas9 mediated knock-in and knock-out**

| Gene name            |             | Primers | Sequence (5'-3')          |
|----------------------|-------------|---------|---------------------------|
| <i>Tet2</i>          | sgRNA       | Forward | CACCGAAAGTGCCAACAGATATCC  |
|                      |             | Reverse | AAACGGATATCTGTTGGCACTTTC  |
| <i>Tet2</i>          | Genotyping  | Forward | TGAGCCTGTATCCAAACC        |
|                      |             | Reverse | GCTAACTCTGGCAAACAC        |
| <i>AMPKα2</i>        | sgRNA       | Forward | CACCGACAGGCATATGGTTGTCCAT |
|                      |             | Reverse | AAACATGGACAACCATATGCCTGTC |
| <i>AMPKα2</i>        | Genotyping  | Forward | GCTGACTCCTCCAAAACATTGTGC  |
|                      |             | Reverse | AGGCCAGTGTGAACTGCAATCAACC |
| <i>Pax7</i> enhancer | sgRNA-1     | Forward | CACCGTTGCGCCGAGACCTTCTGAT |
|                      |             | Reverse | AAACATCAGAAGGTCTCGGCGCAAC |
| <i>Pax7</i> enhancer | sgRNA-2     | Forward | CACCGAGCTCCAAGCACCTTAGGT  |
|                      |             | Reverse | AAACACCTAAGGTGCTTGGAGCTC  |
| <i>Pax7</i> enhancer | sgRNA-3     | Forward | CACCGATGATGTCTGTCAAGTTCGT |
|                      |             | Reverse | AAACACGAACTTGACAGACATCATC |
| <i>Pax7</i> enhancer | sgRNA-4     | Forward | CACCGAGCAAGTTGTATTTTTCGGG |
|                      |             | Reverse | AAACCCCGAAAAATACAACTTGCTC |
| <i>Pax7</i> enhancer | Genotyping1 | Forward | GTCCATTCATCCGCTTGTTT      |
|                      |             | Reverse | ATGGGCTAGGATGGCAAGTG      |

|                      |             |         |                       |
|----------------------|-------------|---------|-----------------------|
| <i>Pax7</i> enhancer | Genotyping2 | Forward | ACCAATGTACCTAGCACAGGC |
|                      |             | Reverse | AAGGCTGCAGATGAATGGTGG |

---

### 3. RT-qPCR Primers

| Gene name        | Primers | Sequence (5'-3')        |
|------------------|---------|-------------------------|
| <i>Tet1</i>      | Forward | TGAAGCTCAAACATCAAGCA    |
|                  | Reverse | GTACCTCCATCACAGTCAC     |
| <i>Tet2</i>      | Forward | AGCGGAGCCCAAGAAAGCCA    |
|                  | Reverse | CGAAAGCTGCGGTTGTGCTGT   |
| <i>Tet3</i>      | Forward | CCTGCGGTGCCTCCTTCTCC    |
|                  | Reverse | TCCGGAGCACCTCCTCCTCC    |
| <i>Gapdh</i>     | Forward | ACCACAGTCCATGCCATCAC    |
|                  | Reverse | CACCACCCTGTTGCTGTAGCC   |
| <i>Myog</i>      | Forward | GAGATCCTGCGCAGCGCCAT    |
|                  | Reverse | CCCCGCCTCTGTAGCGGAGA    |
| <i>Myf6/MRF4</i> | Forward | GTGGACCCCTACAGCTACAAACC |
|                  | Reverse | TGGAAGAAAGGCGCTGAAGAC   |
| <i>Myod1</i>     | Forward | TCTGGAGCCCTCCTGGCACC    |
|                  | Reverse | CGGGAAGGGGGAGAGTGGGG    |
| <i>Myf5</i>      | Forward | AAACTCCGGGAGCTCCGCCT    |
|                  | Reverse | GGCAGCCGTCCGTCATGTCC    |
| <i>18sRNA</i>    | Forward | TGCTGTCCCTGTATGCCTCT    |
|                  | Reverse | TGTAGCCACGCTCGGTCA      |
| <i>Pax7</i>      | Forward | GCTACCAGTACAGCCAGTATG   |
|                  | Reverse | GTCACTAAGCATGGGTAGATG   |

---

Full Length Gels and Blots

Zhang T, et al. Phosphorylation of TET2 by AMPK is indispensable in myogenic differentiation

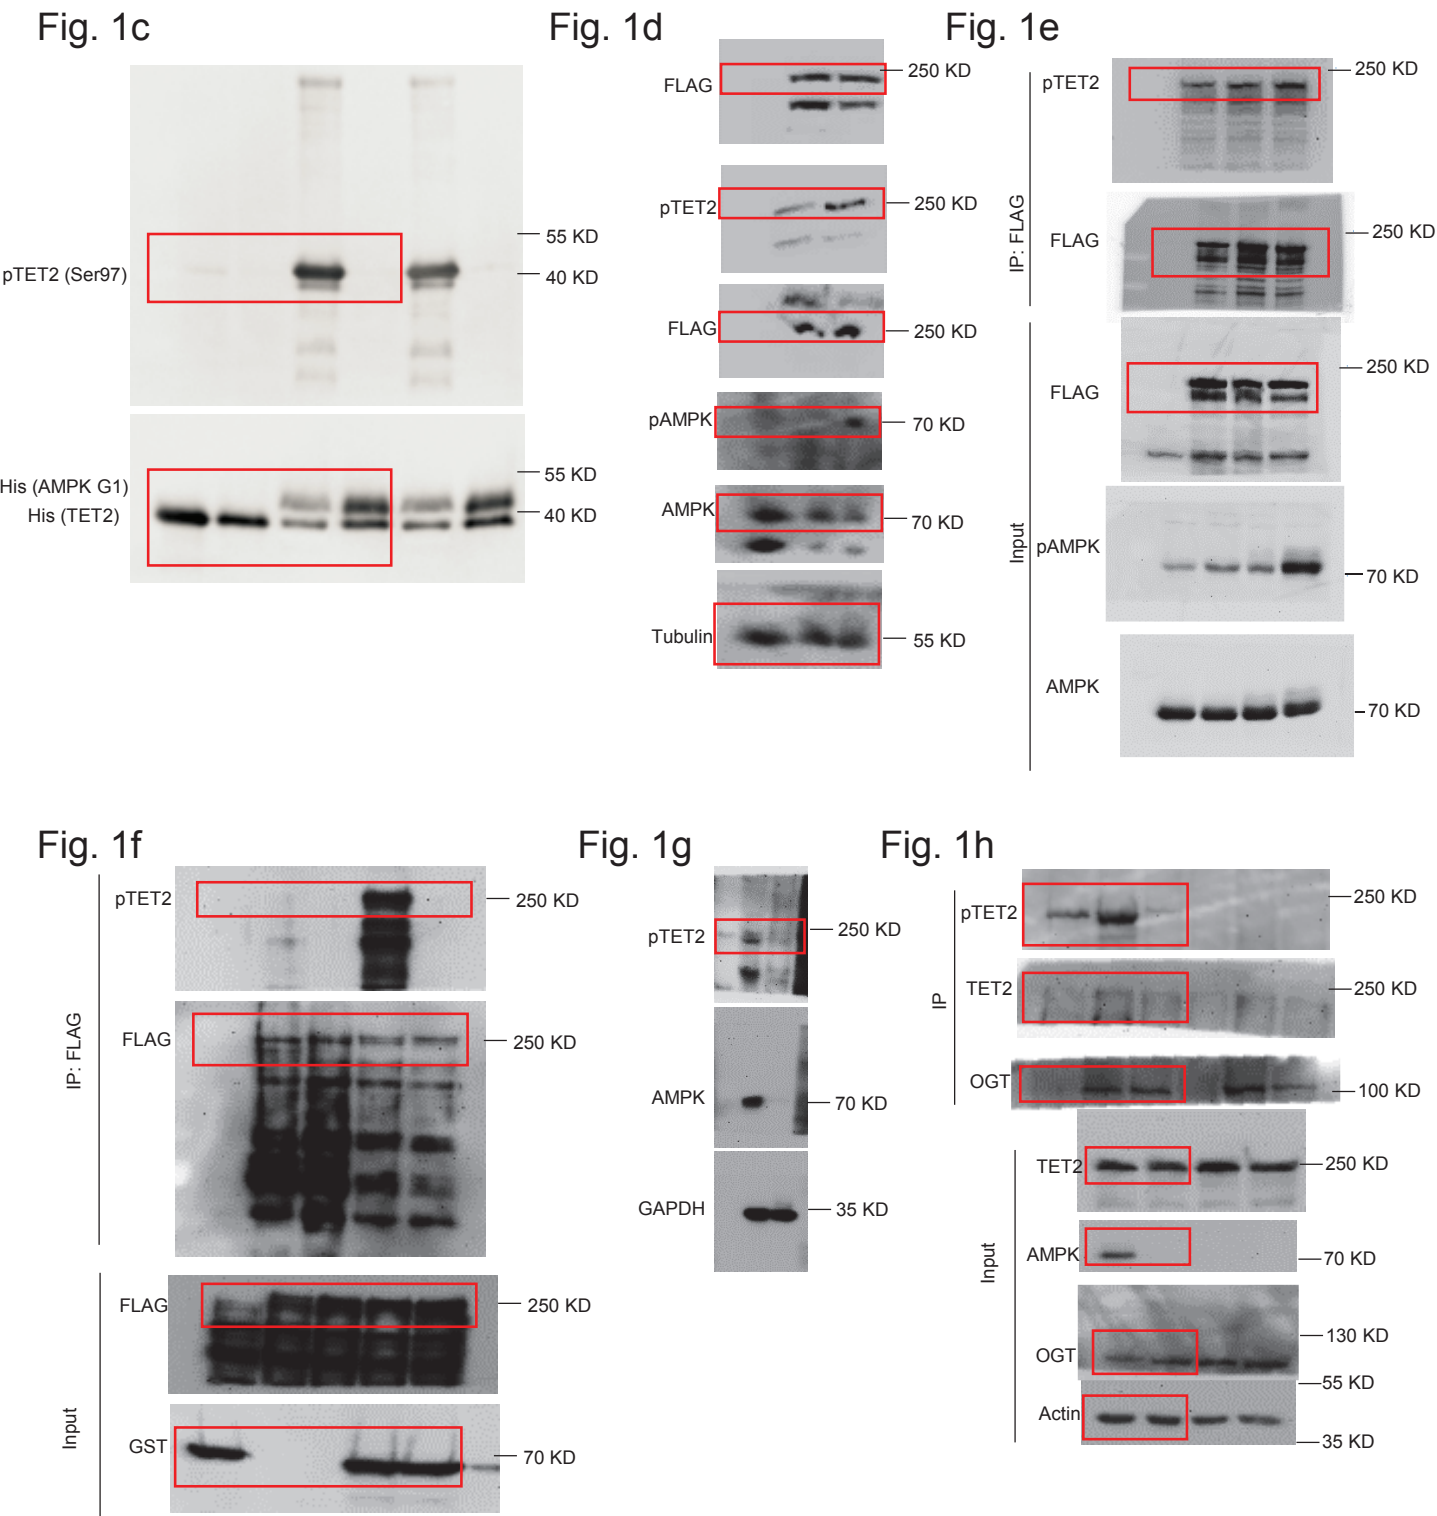

Fig. 2b

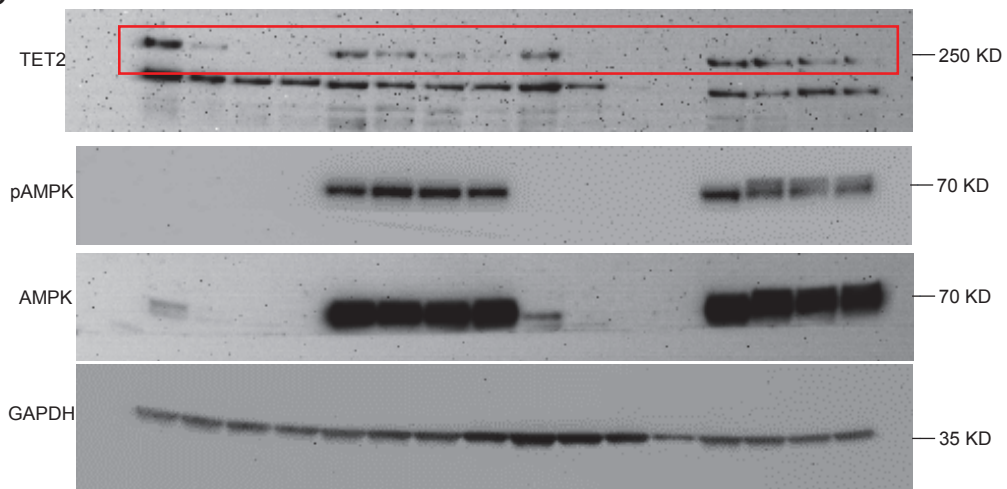

Fig. 2c

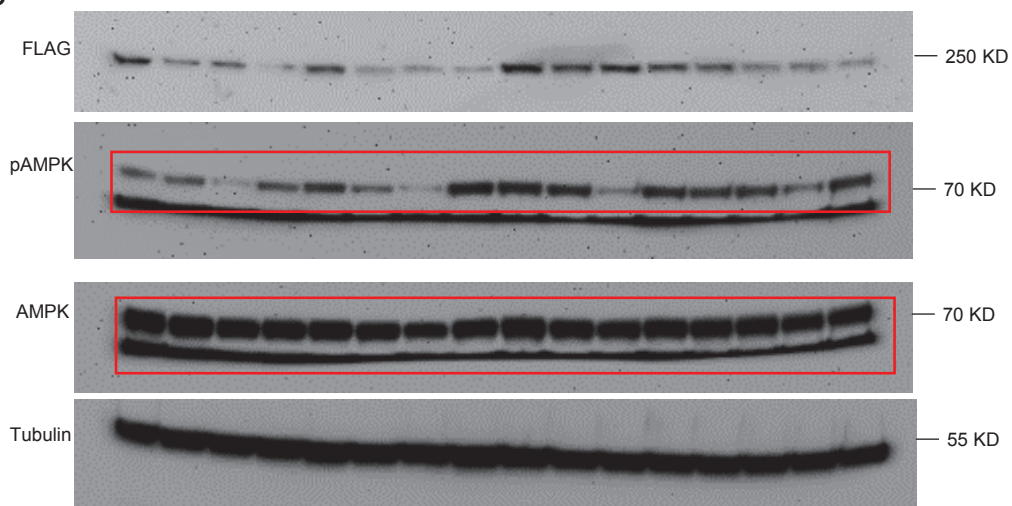

Fig. 2d

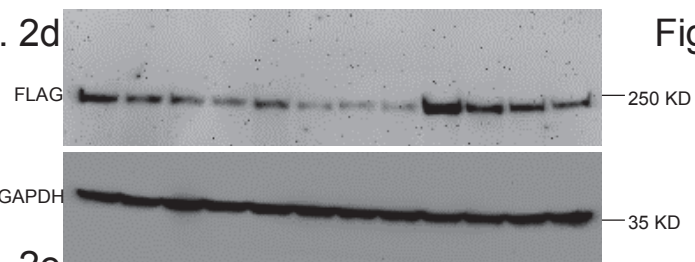

Fig. 2e

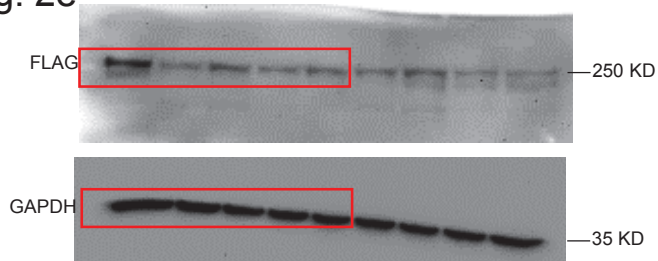

Fig. 2g

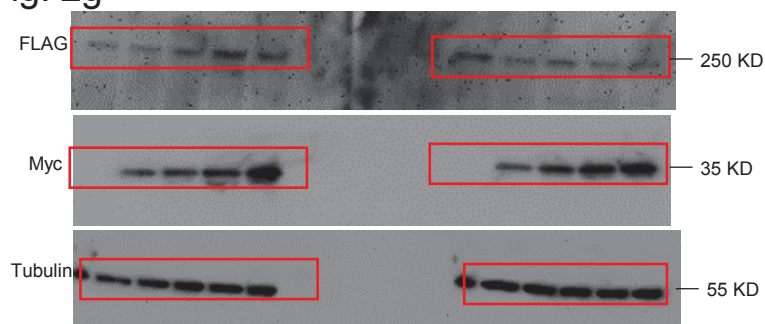

Fig. 2f

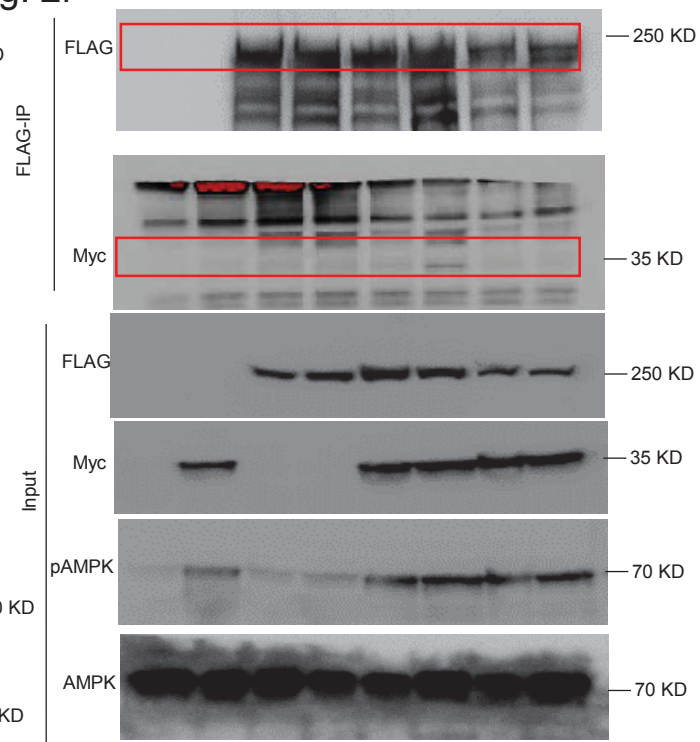

Fig. 3b

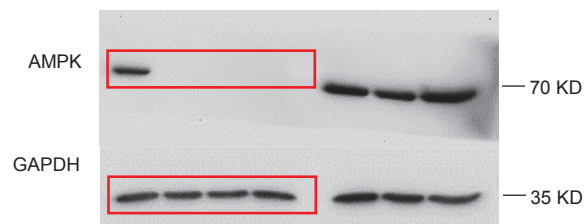

Fig. 3d

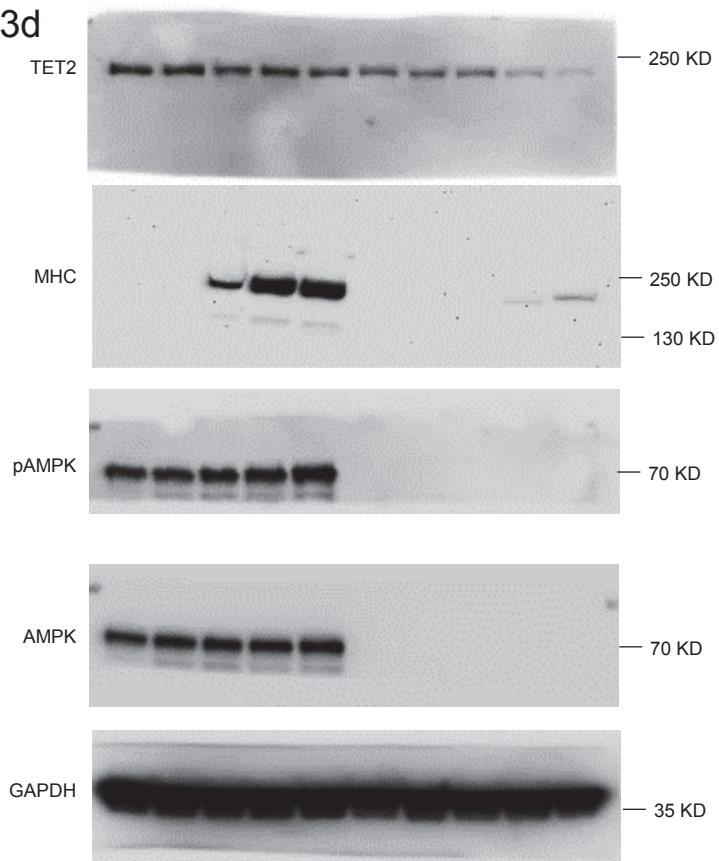

Fig. 6d

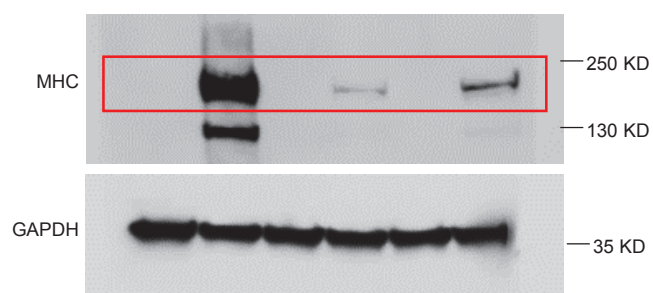

**Supplement:** Supplementary file 1 — Additional file 1. Fig. S1. SDS-PAGE analysis of the recombinant N-terminus of murine TET2 (aa 1-181) and its mutant. Fig. S2. AMPK knockout impaired the differentiation of C2C12 cells. Fig. S3. Gene ontology analysis of upregulated genes between AMPK-KO and wild-type C2C12 cells at myoblast- (differentiation d0, A) or myotube- stage (differentiation d8, B). Fig. S4. Increased DNA methylation at a potential intragenic enhancer of Pax7. Fig. S5. CRISPR/Cas9-mediated deletion of the Pax7 intragenic enhancer in C2C12 cells. Fig. S6. Knocking in (KI) the pS97E mutation of Tet2 in AMPK-/- C2C12 cells. Fig. S7. S97E mutation of TET2 partly rescues the differentiation defect of the AMPK-/- C2C12 cells. Fig. S8. Increased myosin heavy chain (MHC) expression in AMPK-/- C1C12 cells rescued with TET2 harboring S97E. Table S1. ELISA analysis of pTET2 [Ser99 (h); Ser97(m)] antibodies*. Table S3. Antibodies. Table S4: Primers and Oligos.

How the deposited data were processed for this re-analysis (not part of the article)

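Gene expression was measured by RNA-seq in 16 libraries of C2C12 cells, in 2 experiments. The first compared WT with AMPK-KO cells at d0 and d8, with 2 libraries in each of 4 groups. The second compared TET2-WT with TET2-S97E knock-in cells on the AMPK-null background, with 2 clones per genotype and 2 replicates per clone. The authors trimmed the paired-end reads of ribosomal RNA-depleted total RNA with Trim Galore, aligned them to GRCm38 with STAR in two-pass mode and counted them with featureCounts on GENCODE M12. The deposited values are whole-number counts of reads per gene that the authors did not normalize, in 1 table for each experiment, each with 49585 genes. Normalization to TPM, the DESeq2 tests and the gene ontology analysis with Metascape are steps of the paper that the deposited counts do not include. MeDIP-seq was not analysed here.

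Gene names, coordinates, exon lengths and Entrez identifiers came from GENCODE M21 on GRCm38, in which 49326 of the 49585 identifiers were found, and 22079 had an Entrez identifier. Every gene had a row in both tables, and no row held reads without a gene. Total counts per library ran from 17883417 to 24663079 in the WT and AMPK-KO table and from 19801909 to 37790358 in the TET2 table. Mitochondrial genes took 0.568 to 1.43% of the counts in the first table and 1.00 to 2.29% in the second, and no single gene took more than 3.72%, the share of *Igfbp5* in TET2-S97E clone 1 replicate 2. At these depths a gene at the floor of 3 counts is treated as not detected. A fold change against a group whose libraries all lie at or under 3 counts is given as a lower bound, computed with that group at the floor.

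Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over the genes tested and an adjusted p under 0.05 as the threshold. The WT and AMPK-KO libraries entered 1 model with a mean for each of the 4 groups (4 residual degrees of freedom), with contrasts for AMPK-KO against WT at d0 and at d8, for d8 against d0 in each genotype, and for the difference of these changes. The TET2 libraries entered a model with genotype alone (6 residual degrees of freedom), and a model with 4 clone groups gave the differences between clones of the same genotype. Standard errors of the log2 fold changes were taken from the fit. TPM was computed from the counts and the merged exon lengths. For single genes, groups were compared by exact permutation tests, two-sided.

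A set of 12 gene lists was written by hand before the data were examined: myogenic regulators, sarcomere and muscle contraction, cholesterol biosynthesis, DNA replication initiation, mitosis, interferon-stimulated genes, stress response, glycolysis, extracellular matrix, Notch pathway, DNA methylation enzymes and AMPK subunits. Lists were tested with camera from limma 3.58.1 with a preset inter-gene correlation of 0.01, and with fry beside it, with adjustment over the 12 lists of a comparison. The mouse Reactome pathways of fgsea 1.28.0 with 10 to 500 tested genes were tested with camera in the same way, but not with fry or an estimated correlation. The genes named in the text are the 16 genes that the paper measures or targets, the 5 genes up and the 5 down with the largest fitted change in each comparison of genotypes (called, without overlap between the groups and with at least 10 counts in each library of the higher group), and at most 3 genes of each list with the lowest adjusted p. The overlap between the genes lower in AMPK-KO cells at d0 and the genes higher in TET2-S97E cells was tested with Fisher's exact test, one-sided, over the 13078 genes tested in both tables. Median log2 fold changes per chromosome were set against 10000 random gene sets of the same size.

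The tests were first run on simulated counts with the means, spreads and library sizes of the real libraries. With 200 genes changed by 2 on the log2 scale, edgeR recovered 75% of them in the design of the WT and AMPK-KO table and 94.5% in that of the TET2 table. A shift of 0.3 given to the genes of 1 chromosome was measured as 0.272 and 0.278, and no other chromosome was called. The 200 genes were drawn from those with a mean above 2 CPM, and false calls were counted outside the shifted chromosome. No clone effect was simulated.

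The alternatives were the DESeq2 size factors, upper-quartile normalization, the DESeq2 1.42.0 Wald test, no filter on low counts, at least 10 counts in every library, an absolute log2 fold change of at least 1, the exclusion of mitochondrial genes and abundant noncoding RNAs, only the libraries of that day, a replicate block, each library left out in turn, each clone left out, counts summed per clone, limma-voom with clone as a random effect, and, for lists, fry and camera with an estimated correlation. They were set before the data were examined. A loess correction of each library for exon length and GC content was added after the data were seen. Where leaving out a library left a group with 1, no p-value was computed. The replicate numbers were checked for pairing through the correlation of the deviations of same-numbered libraries from their group means across genes. Neither the paper nor the labels say that a number marks a shared batch or day. The tables and figures were written with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.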

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

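The tests of single libraries for the interferon-stimulated genes and for the sarcomere list, the tests of mixed cells, all tests of scaling, and the offset tests of the myogenic, DNA replication and mitosis lists of AMPK-KO cells at d8 against d0 were chosen only after the results were seen. The other tests below were set earlier. Scaling moves all genes of a comparison by the same log2 value, so it was tested through the median of a list minus that of the other genes, against 10000 random gene sets of the same size. The lists tested had already been called by camera, which also sets a list against the other genes. The test of scaling therefore largely repeats that call and is no independent evidence.

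For the lists and named genes of the TET2 table, a library was noted when its distance to the nearest other library took more of the range of its group of 4 than Dixon's limit allows, a rule that chance meets in about 1 in 20 groups. It was met in 6 of 65 groups. TET2-WT clone 2 replicate 2 was far from the other TET2-WT libraries for *Fam110c* (0.897 of the range, 21 counts against 28 to 50) and for the Notch pathway (0.908). TET2-S97E clone 2 replicate 1 was far for *Ywhab* (0.880), and TET2-S97E clone 2 replicate 2 for *Gapdh* (0.885). TET2-S97E clone 1 replicate 1 was far for *Csnk2a1* (0.853) and for the DNA methylation enzymes (0.923). No explanation was tested for these libraries.

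For 5 lists the difference between AMPK-KO and WT cells was not the same at d8 as at d0. The median log2 difference of the changes was 1.17 for the myogenic regulators, 1.59 for the sarcomere list, 0.71 for the mitosis list, 3.46 for the interferon-stimulated genes and -0.31 for the extracellular matrix list. The adjusted p of camera was 5.5e-14, 6.3e-07, 1.0e-04, 3.3e-20 and 0.0097. With fry the adjusted p was 0.209 for the myogenic regulators and 0.596 for the other 4. Over all genes no gene was called for this difference with edgeR's quasi-likelihood test, while 729 had an unadjusted p under 0.05. For 4 of the 5 values a single library accounts for most or all of the difference. Without AMPK-KO d8 replicate 2 the sarcomere value was -0.34. Without AMPK-KO d8 replicate 1 the mitosis value was -0.0025 and the interferon value 0.78. Without WT d0 replicate 2 the mitosis value was 0.14. The extracellular matrix value was 0.0014 without WT d0 replicate 2, -0.018 without WT d8 replicate 2, -0.084 without AMPK-KO d8 replicate 2 and -1.05 without WT d0 replicate 1, so that leaving out any of 3 libraries took it close to 0. For the myogenic regulators the lowest value with a library left out was 1.11, so that a single library does not account for it. Whether their smaller deficit at d8 is biological remains open, because no other explanation was tested.

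The interferon-stimulated genes were higher in AMPK-KO than in WT cells at d8 by a median of 2.93, and with 2 libraries per group this rests on AMPK-KO d8 replicate 1. Without that library the median was 0.54. A bias by gene length and GC content does not account for the value, which was 2.90 with the offset, and neither does scaling, with a list median 2.89 above that of the other genes, farther than in any random set. Cells of another library mixed into AMPK-KO d8 replicate 1 are excluded as the source, since its list median of log2 CPM lies 3.80 above the highest of the other 7 libraries. An event in that 1 culture, such as an infection or a reaction to added nucleic acid, is a candidate explanation. It goes with the value of 0.54, and the counts hold no test of it. A difference between knockout lines stays open too, since the line of each library is not stated.

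AMPK-KO cells at d8 were compared with AMPK-KO cells at d0, a comparison that the paper shows only for single genes (Fig. 3e and g). The sarcomere list rose by a median of 7.49, or 6.70 with the lower bounds in place of the values at the floor (camera, adjusted p 2.8e-44; fry, 0.0472), with 48 of 48 genes up. In WT cells the same list rose by 5.86 (camera, adjusted p 4.5e-37). The myogenic regulators rose by 1.18 in AMPK-KO cells (camera, adjusted p 5.9e-10; fry, 0.013). The DNA replication list fell by -1.86 (camera, adjusted p 7.1e-25; fry, 0.013) and the mitosis list by -2.72 (camera, adjusted p 1.6e-41; fry, 0.013). With an estimated correlation camera gave an adjusted p of 0.163 for the sarcomere list and 0.155 for the other 3.

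Bias by gene length and GC content does not account for these changes. With the offset the medians were 7.52 for the sarcomere list, 1.19 for the myogenic regulators, -1.88 for the DNA replication list and -2.71 for the mitosis list. Scaling does not account for them either, since the lists lay 7.47, 1.16, -1.88 and -2.74 from the median of the other genes, with at most 3 of the 10000 random sets as far. WT cells mixed into the AMPK-KO cultures at d8 would also carry the transcripts that AMPK-KO cells lack. Over the 77 genes with WT transcripts that were absent from AMPK-KO cells at d0, the median level was 0.199% of the WT level in AMPK-KO d8 replicate 1 and 0% in replicate 2. The sarcomere genes stood at 22.2% and 99.3% of the WT level in the same libraries, so that mixing is excluded as their source. Without AMPK-KO d8 replicate 2 the sarcomere list still rose by 5.05. The rise of sarcomere transcripts and the fall of cell-cycle transcripts in AMPK-KO cells are therefore best described as a biological change between the days, as a hypothesis for cells whose failure to form myotubes the paper established by morphology and protein. The libraries hold no measure of cell fusion.

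Clones of the same genotype differed in lists that the paper does not compare. The extracellular matrix list was higher in clone 2 than in clone 1 of TET2-WT by a median of 0.62 (camera, adjusted p 3.7e-14; fry, 0.0038) and of TET2-S97E by 0.66 (camera, adjusted p 4.0e-13; fry, 0.0028). The interferon-stimulated genes were higher in clone 2 than in clone 1 of TET2-S97E by 0.94 (camera, adjusted p 2.1e-07; fry, 0.0105). With the length and GC offset these values were 0.50, 0.60 and 0.89, and the lists lay 0.63, 0.63 and 0.91 above the median of the other genes, with at most 1 of the 10000 random sets as far. Neither bias by length and GC content nor scaling accounts for them. With 1 pair of clones per genotype, a difference between clones cannot be told from a difference between cultures, which was not tested.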

How the results depend on the processing

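The length and GC offset was chosen only after the data were seen; the other alternatives were set earlier. Of the values that answer a comparison, 390 kept their direction and side of the threshold or stayed within the limit for a count, 68 counts, levels and medians without a test moved, 14 list results became weaker, 1 became stronger and 1 reversed. Of the other values, 1832 stayed, 123 became weaker, 29 stronger, 53 moved and 48 reversed. Unless a cause is named below, the cause was not tested.

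Counts of called genes depended most on the test and the filter on low counts. At d0 edgeR's quasi-likelihood test called 405 genes lower and 100 higher in AMPK-KO cells. DESeq2 called 1012 and 381, the fit without the filter 1453 and 573, at least 10 counts in every library 155 and 49, and the libraries of that day alone 50 higher. At d8 the counts were 571 lower and 195 higher, against 1101 and 555 with DESeq2, 1670 and 833 without the filter, and 187 and 90 with at least 10 counts in every library. Fewer or more genes are tested under these filters by construction (11488 and 25084 against 14329). Between d8 and d0, 943 genes fell and 828 rose in WT cells, against 1398 higher with DESeq2, and 1477 lower and 1816 higher without the filter. In AMPK-KO cells 709 fell and 689 rose, against 1190 and 1342 with DESeq2 and 1322 and 1717 without the filter. For the difference between these changes 0 genes were called, with 729 at an unadjusted p under 0.05, against 60 with DESeq2 and 449 without the filter. On simulated counts DESeq2 made more false calls than edgeR's quasi-likelihood test (64 against 12). DESeq2 kept 401 and 99 of the genes called at d0, and 564 and 194 of those at d8.

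For TET2-S97E against TET2-WT, 440 genes were lower and 498 higher. DESeq2 called 844 and 981, and 198 of the lower genes changed by at least 1 on the log2 scale, a stricter limit by construction. Leaving out each library in turn gave 137 to 491 lower and 163 to 601 higher. The lowest came without TET2-WT clone 1 replicate 1 (137 lower) and without TET2-WT clone 2 replicate 1 (163 higher), and the highest without TET2-WT clone 2 replicate 2. Without TET2-WT clone 1 the counts were 83 and 100, and without TET2-WT clone 2 319 were higher. With counts summed per clone they were 0 and 0, with 1575 of 15126 genes at an unadjusted p under 0.05, and with clone as a random effect in limma-voom 75 and 91. The 124 genes differing between the 2 TET2-WT clones became 894 with DESeq2 and 1627 without the filter, and the 892 genes differing between the 2 TET2-S97E clones became 1383 and 1680.

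The replicate numbers were checked for pairing on log2(CPM + 0.5). Same-numbered libraries of the WT and AMPK-KO table had correlations of 0.097 to 0.290 over the 6 pairs of groups, and with a prior count of 2 they had 0.119 to 0.324, so that the answer depends on the prior count. In the TET2 table they were -0.016 to 0.493, and -0.036 to 0.512 with the other prior count. Between TET2-WT clone 2 and the TET2-S97E clones they were 0.384 and 0.414, and between the TET2-S97E clones 0.493. Pairs with TET2-WT clone 1, whose replicates differed along length and GC content, had -0.016 to 0.102. Replicate 2 also held more counts than replicate 1 in each TET2 clone. Outside TET2-WT clone 1, same-numbered TET2 libraries therefore deviated alike, for a reason that is not stated. Replicate 1 had the higher mitochondrial share in all 4 groups of the WT and AMPK-KO table (1.36% against 0.568% in WT and 1.16% against 0.666% in AMPK-KO cells at d0, 1.43% against 0.970% and 0.977% against 0.683% at d8). Whether the numbers mark a shared batch stays open, and the reported fits hold no block. With a replicate block 568 genes were lower and 172 higher at d0, 815 and 329 at d8, and 428 and 430 in TET2-S97E cells, which share 391 and 99, 559 and 194, and 382 and 400 with those reported. With the block there were 677 genes differing between the 2 TET2-WT clones and 1540 genes differing between the 2 TET2-S97E clones. The block reversed the small medians of the Notch pathway at d8 (0.023) and between the days in WT cells (0.16), and of the stress response list between the days in AMPK-KO cells (0.051). With the block *Myod1* at d8 was called (adjusted p 0.0488, edgeR's quasi-likelihood test), and *Ifit1* at d8 was not (adjusted p 0.0691, edgeR's quasi-likelihood test), nor was glycolysis between the days in WT cells (-0.82, adjusted p 0.0600, camera).

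Under camera with the preset correlation, the lists that answer a comparison kept their calls across normalizations and filters. An estimated correlation in camera, and fry, take the correlation between genes from these few libraries, and 9 of the list results that answer a comparison lost their call there with the same median. For AMPK-KO against WT at d0 these were the myogenic regulators (-3.29, adjusted p 0.199 with the estimated correlation in camera) and sarcomere and muscle contraction (-2.42, adjusted p 0.746 with the estimated correlation in camera and 0.292 with fry). At d8 they were sarcomere and muscle contraction (-0.75, adjusted p 0.706 with camera and 0.440 with fry) and the interferon-stimulated genes (2.93, adjusted p 0.706 with camera and 0.351 with fry). Between the days in AMPK-KO cells it was sarcomere and muscle contraction (7.49, adjusted p 0.163 with camera). Of the list results that answer no comparison, further ones lost their call, among them the myogenic regulators (1.18), DNA replication initiation (-1.86) and mitosis (-2.72) between the days in AMPK-KO cells (adjusted p 0.155 with the estimated correlation in camera). The remaining ones of the 9 that answer a comparison were in TET2-S97E cells. They were the myogenic regulators (1.34) and sarcomere and muscle contraction (4.01), both with an adjusted p of 0.172 with camera. The last were DNA replication initiation (0.61, adjusted p 0.367 with camera and 0.0526 with fry) and mitosis (1.08, adjusted p 0.367 with camera and 0.0910 with fry). Cholesterol biosynthesis in TET2-S97E cells kept its call under all alternatives, with medians of 1.51 to 2.41.

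The median of the myogenic regulators at d8 reversed to 0.18 with at least 10 counts in every library, a filter that removes regulators at the floor in AMPK-KO cells by construction. With each library left out it ran from -1.44 without AMPK-KO d8 replicate 2 to -0.24 without AMPK-KO d8 replicate 1. The rise of sarcomere and muscle contraction between the days in AMPK-KO cells ran from 5.05 without AMPK-KO d8 replicate 2 to 8.14 without AMPK-KO d8 replicate 1. The glycolysis list at d0 became significant without the filter (-0.22, camera, adjusted p 0.0297), and ran from -0.48 without WT d0 replicate 1 to 0.081 without WT d0 replicate 2.

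The levels of the *Tet* genes moved with the unit, by construction. In CPM per kilobase with TMM factors *Tet1* was at 0.252 and 0.251 in WT cells and 0.265 and 0.276 in AMPK-KO cells at d0 and d8, *Tet2* at 1.07, 1.18, 0.902 and 1.05, and *Tet3* at 2.90, 2.91, 2.00 and 2.61. In TPM without mitochondrial genes and abundant noncoding RNAs, whose denominator is smaller, *Tet1* in AMPK-KO cells at d8 was 1.01, *Tet2* in AMPK-KO cells at d0 3.19, and *Tet3* at d8 11.1 in WT and 9.55 in AMPK-KO cells.

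The remaining reversals were of values close to 0 or of lists that differ between clones. The median of cholesterol biosynthesis at d8 (0.0059) became -0.013 with DESeq2 size factors, -0.012 with DESeq2, -0.0084 without the filter, -0.024 with at least 10 counts in every library, -0.050 with the length and GC offset and -0.023 with the libraries of that day. The Notch pathway between the days in WT cells (-0.0083) became 0.014 with DESeq2 size factors, 0.0090 with upper-quartile normalization and 0.015 with DESeq2. The stress response list between the days in AMPK-KO cells (-0.017) became 0.0010 with at least 10 counts in every library. With the length and GC offset the DNA methylation enzymes between the days in AMPK-KO cells became -0.039 and *Myf5* at d0 -0.049.

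In TET2-S97E cells the interferon-stimulated genes (0.094) became -0.48 without TET2-S97E clone 2 and -0.072 with clone as a random effect, and ran from -0.092 without TET2-S97E clone 2 replicate 1 to 0.36 with a library left out. Glycolysis (-0.035) became 0.16 without TET2-WT clone 1 and ran from -0.096 to 0.022. The extracellular matrix list became -0.036 without TET2-S97E clone 2, and the Notch pathway -0.026 without TET2-S97E clone 1. The DNA methylation enzymes (0.027) became -0.011 with upper-quartile normalization, -0.0061 with the offset, -0.12 without TET2-WT clone 1 and -0.16 without TET2-S97E clone 2, and ran from -0.036 to 0.37. The AMPK subunits (-0.0024) became 0.041 with at least 10 counts in every library, 0.030 with the offset, 0.0017 without TET2-WT clone 1, 0.12 without TET2-WT clone 2 and 0.15 without TET2-S97E clone 1, and ran from -0.11 to 0.064. *Prkaa2* (-0.31) became 0.29 without TET2-WT clone 2 and 0.23 without TET2-S97E clone 1, and *Tet3* -0.070 without TET2-WT clone 1. *Foxo3* became 0.11 without TET2-WT clone 2 and ran from -0.16 to 0.079. *Ogt* became -0.25 without TET2-WT clone 1 and ran from -0.064 to 0.84. *Gapdh* became -0.21 without TET2-WT clone 2 and -0.055 without TET2-S97E clone 1, and ran from -0.044 to 0.30.

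Depth limits the genes near the floor, such as *Myf6* and *Pax7* in AMPK-KO cells, for which only lower bounds or no test were possible. Genes that a filter removed gave no value under it, *Pax7* with at least 10 counts in every library among them. With 2 libraries per group, leaving out a library of the WT and AMPK-KO table left a group of 1, so that values without a p-value were computed there.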

Differences from the paper's values

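The comparisons of *Myh1* with the MHC protein of Fig. 3, of the glycolysis list with Fig. 3f and of the order of lists with Fig. 6b were chosen only after the results were seen.

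The TPM of *Tet1* in WT cells at d8 was 0.927, against the paper's value of about 0.6 in Fig. 3e, read by eye. Of the alternatives set before the data were examined, leaving out WT d8 replicate 2 brought it to 0.883, within 1.5 times the paper's value. TPM without mitochondrial genes and abundant noncoding RNAs (0.963) and leaving out WT d8 replicate 1 (0.970) did not close the gap. CPM per kilobase with TMM factors (0.251) is on another scale. The other 11 values of Fig. 3e for *Tet1*, *Tet2* and *Tet3* lay within the limits set for a difference.

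The paper names response to stress among the processes of the genes higher in AMPK-KO myotubes (Fig. S3). The stress response list had a median log2 fold change of 0.042 at d8 (camera, adjusted p 0.568), and none of the alternatives called it, with an adjusted p of 0.486 to 0.762 from camera and 0.524 from fry. The list is not the gene ontology term. Fig. 3f lists the positive regulation of the glycolytic process for the genes lower in AMPK-KO cells on both days. The glycolysis list, which is of enzymes, had a median of -0.22 at d0 (camera, adjusted p 0.125) and of 0.23 at d8 (camera, adjusted p 0.968). It was called at d0 without the filter on low counts (camera, adjusted p 0.0297), with no other alternative at d0 (adjusted p up to 0.780, camera or fry), and with none at d8 (0.797 to 0.986, camera or fry). Panel a of Fig. S3, read by eye, states no enrichment for the genes higher in AMPK-KO myoblasts, whereas 47 of 830 Reactome pathways were higher at d0 under camera, and 28 to 107 under the alternatives. These are unlike tests. The paper annotated the genes it called with gene ontology terms, while camera used all tested genes and Reactome pathways, so the results need not conflict.

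The paper reports lower *Myog* in AMPK-KO myotubes by RT-qPCR (Fig. 3g). In the counts *Myog* was lower at d8 by a log2 fold change of -1.42 and was not called with edgeR's quasi-likelihood test (adjusted p 0.155). It was called with DESeq2 (adjusted p 0.0352) and without the filter on low counts (adjusted p 2.7e-08, edgeR's quasi-likelihood test), and with the other alternatives the adjusted p was 0.107 to 0.220. The paper also reports lower *Myf6* in AMPK-KO cells at both stages. *Myf6* had 0 to 10 counts in the WT and AMPK-KO libraries and was not tested. The Western blot of Fig. 3 shows far less MHC protein in AMPK-KO than in WT cells at d8, whereas *Myh1* had 224 and 7314 counts in AMPK-KO cells and was not called (adjusted p 0.280, edgeR's quasi-likelihood test). The legend names MYH1, but the antibody is listed for myosin heavy chain without a gene. The blot therefore need not measure the product of *Myh1* alone. Without the filter on low counts *Myh1* was called (adjusted p 8.6e-23, edgeR's quasi-likelihood test), and the other alternatives that tested it gave 0.132 to 0.368. So low a value stands against AMPK-KO libraries of 224 and 7314 counts and does not reflect the spread between them. Calls of single genes in that fit, *Myog* among them, are therefore given little weight.

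Fig. 6b places muscle cell differentiation first among the processes of the genes higher in TET2-S97E cells. Among the lists, cholesterol biosynthesis had the lowest adjusted p (8.1e-44, camera) and sarcomere and muscle contraction followed (1.6e-27, camera). Sarcomere and muscle contraction stood before cholesterol biosynthesis with counts summed per clone (4.4e-50 against 1.9e-44, camera), without TET2-WT clone 2, without TET2-S97E clone 2, and without replicate 2 of either of these clones.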

Other observations

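All tests of the overlap between the tables, of the splits of the samples and of the chromosomes were chosen only after the results were seen, apart from the offset tests of the chromosomes and the offset test of the cholesterol list.

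Genes lower in AMPK-KO myoblasts were compared with genes higher in TET2-S97E cells, over the 13078 genes tested in both tables. Of 231 genes lower in AMPK-KO cells at d0 and 484 higher in TET2-S97E cells, 38 were in both groups, against 8.55 expected (odds ratio 5.47, Fisher's exact test, one-sided p = 6.5e-15). They include *Pax7*, *Myod1*, *Myog*, *Mymk*, *Mymx*, *Stac3* and *Notch1*, some of them chosen for naming here after their values were seen. Of the genes higher in AMPK-KO cells and lower in TET2-S97E cells, 13 were shared against 3.19 expected (Fisher's exact test, one-sided p = 1.7e-05). By the same exact test, 5 genes were lower in both against 7.52 expected (p = 0.876) and 3 higher in both against 3.63 (p = 0.708). Across these 13078 genes the log2 fold changes of the comparisons had a Pearson correlation of -0.349. It was -0.124 without the filter on low counts (22823 genes) and -0.208 without TET2-S97E clone 2. The other alternatives gave -0.361 to -0.280. As other splits of the 8 TET2 libraries call few genes, the 484 top genes by signed p were taken in each of the 35 splits, in the direction that shared more. In 1 of 35, the real one, they shared 38 of the genes lower in AMPK-KO cells at d0, against at most 33 and a median of 15 in the others, so that the margin is small and the count expected from independent genes is too low. The correlation was as large in 1 of 35 as well, with 0.309 at most in the others. These splits exchange single libraries. Only 3 of the 35 keep the clones whole, so that a share under 0.33 cannot be reached at the level of clones, and chance among clones stays open for the overlap, the correlation, the calls and the lists below. With each TET2 library left out in turn the odds ratio was 3.45 to 5.81. Without TET2-WT clone 1 it was 3.41, with 6 genes (Fisher's exact test, p = 0.011), and with counts summed per clone no gene was called in TET2-S97E cells, so that no overlap was defined. A candidate explanation is that TET2-S97E raises part of the genes lost with AMPK. Genes are not independent replicates, and differences between 2 clones per genotype remain open.

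Some other genes lost with AMPK did not come back. Of the 405 genes lower in AMPK-KO cells at d0, only 231 passed the filter on low counts in both tables. The rest did not enter the overlap above. *Gap43*, *Cdh11*, *Map2*, *Setbp1* and *Syk*, which were lower in AMPK-KO cells at d0, had at most 4 counts in every TET2-WT and TET2-S97E library. No explanation was tested.

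For the genes called between TET2-S97E and TET2-WT cells, 1 of the 35 splits of the 8 libraries, the real one, gave as many calls with edgeR's quasi-likelihood test, and the largest of the others gave 6. The offset for length and GC content, added because the replicates of TET2-WT clone 1 differ along both, called 907 of the 938 genes again. Counting the replicates of a clone as independent remains open as a source of calls. With counts summed per clone 0 genes were called, with 1575 of 15126 at an unadjusted p under 0.05, whereas a fit of the same size on the d0 libraries called 335 genes. With clone as a random effect in limma-voom 166 genes were called, 163 of them among the 938, at a correlation within clones of 0.357.

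Among the lists, 1 of 35 splits gave a median as large for the myogenic regulators (largest of the others 0.69 against 1.34), the sarcomere list (3.61 against 4.01), cholesterol biosynthesis (1.15 against 1.91) and DNA replication initiation (0.45 against 0.61). For the mitosis list 3 of 35 did (1.23 against 1.08), so that chance among groupings of these libraries stays open for its rise. TET2-WT clone 2 differed from clone 1 by -1.45 in the mitosis list, and the sarcomere list differed by 2.34 between the TET2-WT clones and by -1.59 between the TET2-S97E clones.

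Cholesterol biosynthesis was higher in TET2-S97E cells by a median of 1.91 with 20 of 20 genes up, and by 1.72 to 2.13 with each library left out in turn. With the length and GC offset the median was 1.92, so that bias by either does not account for it. Scaling moves all genes alike and does not account for it either, since the list lay 1.90 above the median of the other genes, farther than any of 10000 random gene sets of the same size. The same list differed by -0.84 between the TET2-WT clones. A biological difference between the genotypes is a candidate explanation, as a hypothesis found on these data, and a difference in culture between the clones was not tested.

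Median log2 fold changes differed between chromosomes more than between random gene sets of the same size. For AMPK-KO against WT, 19 of 20 chromosomes passed at d0, from -0.24 (chromosome 19) to 0.23 (chromosome 16), and 18 of 20 passed at d8, from -0.22 (chromosome 14) to 0.28 (chromosome 10). For TET2-S97E against TET2-WT 15 passed, between the TET2-WT clones 9 and between the TET2-S97E clones 17, the last from -0.46 (chromosome 1) to 0.29 (chromosome 13). The medians at d0 and d8 had a Pearson correlation of 0.983 over 20 chromosomes (permutation p = 1e-05, the smallest that 100000 resamples can give; 0.983 without the 2 farthest), 1 of 6 relations computed. The medians of the parts of each chromosome before and after its midpoint had a correlation of 0.845 at d0 and of 0.939 between the TET2-S97E clones. This correlation was 0.901 at d8, 0.744 for TET2-S97E against TET2-WT and 0.789 between the TET2-WT clones. On some chromosomes the parts went in opposite directions, such as chromosome 9 in TET2-S97E against TET2-WT cells (-0.20 and 0.14). Bias by gene length and GC content does not account for the pattern at d0 or between the TET2-S97E clones. There the medians before and after the offset had a correlation of 0.996 and 0.995. A few strongly changed genes do not account for it either, with 0.999 and 0.999 when the called genes were left out. A difference in chromosome number between the cell populations is a candidate explanation where both parts shifted alike, and no DNA was measured.

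*Tet2* lies on chromosome 3, which had the lowest median of all chromosomes in TET2-S97E against TET2-WT cells, -0.36 over 685 genes, where random gene sets had an SD of 0.0158. The median was -0.22 before the midpoint of the chromosome and -0.52 after it, and -0.26 without the called genes. In AMPK-KO against WT cells at d0 it was 0.11, and between the TET2-S97E clones 0.15. No explanation was tested for this chromosome alone.

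Genes of translation elongation were higher in AMPK-KO cells at d0 (median 0.41, camera, adjusted p 8.8e-08) and d8 (0.30, camera, adjusted p 0.0014) and lower in TET2-S97E cells (-0.31, camera, adjusted p 1.8e-06). Pathways were not tested with fry or an estimated correlation, under which many list calls were lost. The TET2-S97E value also takes the replicates of a clone as independent. In TET2-WT cells the mean TPM of *Tet2* (8.32) was above that of *Tet3* (7.23), unlike in the libraries of the other table.

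Genes that the paper uses as targets or references were not called in any of the 3 comparisons of genotypes with edgeR's quasi-likelihood test. The log2 fold changes at d0, at d8 and in TET2-S97E cells were -0.31, -0.041 and -0.075 for *Ywhab*, 0.15, -0.11 and 0.22 for *Ogt*, -0.22, 0.11 and -0.070 for *Foxo3*, -0.24, -0.30 and 0.095 for *Gapdh*, and -0.17, -0.14 and 0.11 for *Csnk2a1*. Of these, *Ywhab* at d0 had the lowest adjusted p (0.330, edgeR's quasi-likelihood test).

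Between d0 and d8, 943 genes fell and 828 rose in WT cells, and 709 fell and 689 rose in AMPK-KO cells, with edgeR's quasi-likelihood test. In WT cells mitosis fell by a median of -3.41 and DNA replication initiation by -2.30 (camera, adjusted p 1.8e-47 and 6.9e-25), and the extracellular matrix list rose by 0.97 (1.6e-04).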
